# Immune and metabolic challenges induce changes in pain sensation and related pathways in the hypothalamus

**DOI:** 10.1152/physiolgenomics.00134.2023

**Published:** 2024-01-08

**Authors:** Sandra L. Rodriguez-Zas, Romana A. Nowak, Adrienne M. Antonson, Laurie Rund, Sreelaya Bhamidi, Andrea N. Gomez, Bruce R. Southey, Rodney W. Johnson

**Keywords:** hormones, immune response, RNA sequencing

## Abstract

The hypothalamic molecular processes participate in the regulation of the neuro-immune-endocrine system, including hormone, metabolite, chemokine circulation, and corresponding physiological and behavioral responses. RNA-sequencing profiles were analyzed to understand the effect of juvenile immune and metabolic distress 100 days after virally elicited maternal immune activation during gestation in pigs. Over 1,300 genes exhibited significant additive or interacting effects of gestational immune activation, juvenile distress, and sex. One-third of these genes presented multiple effects, emphasizing the complex interplay of these factors. Key functional categories enriched among affected genes included sensory perception of pain, steroidogenesis, prolactin, neuropeptide, and inflammatory signaling. These categories underscore the intricate relationship between gestational immune activation during gestation, distress, and the response of hypothalamic pathways to insults. These effects were sex-dependent for many genes, such as *Prdm12*, *Oprd1*, *Isg20*, *Prl*, *Oxt*, and *Vip*. The prevalence of differentially expressed genes annotated to proinflammatory and cell cycle processes suggests potential implications for synaptic plasticity and neuronal survival. The gene profiles affected by immune activation, distress, and sex pointed to the action of transcription factors SHOX2, STAT1, and REST. These findings underscore the importance of considering sex and postnatal challenges when studying causes of neurodevelopmental disorders and highlight the complexity of the “two-hit” hypothesis in understanding their etiology. Our study furthers the understanding of the intricate molecular responses in the hypothalamus to gestational immune activation and subsequent distress, shedding light on the sex-specific effects and the potential long-lasting consequences on pain perception, neuroendocrine regulation, and inflammatory processes.

**NEW & NOTEWORTHY** The interaction of infection during gestation and insults later in life influences the molecular mechanisms in the hypothalamus that participate in pain sensation. The response of the hypothalamic transcriptome varies between sexes and can also affect synapses and immune signals. The findings from this study assist in the identification of agonists or antagonists that can guide pretranslational studies to ameliorate the effects of gestational insults interacting with postnatal challenges on physiological or behavioral disorders.

## INTRODUCTION

The two-hit model has advanced the conceptualization of the prolonged effect of immune activation during gestation interacting with environmental insults after birth. Under this model, a first hit or insult to the gestating female, such as an infection, can elicit an immune response and associated signals that disrupt fetal brain structures during development. Gestating rats exposed to lipopolysaccharide challenge presented disruption of inflammatory factors in the TLR4/MYD88/NF-κB pathway (1). This first hit primes the offspring to exhibit a disrupted response to a second hit, such as a postnatal environmental insult. Prenatal insults to brain regions such as the hippocampus and hypothalamus predispose adult offspring toward behavioral and physiological disorders (2).

Studying the hippocampus, a brain structure that plays roles in spatial cognition and memory, we demonstrated that maternal infection with porcine reproductive and respiratory virus (PRRSV) during the last third of gestation was associated with significant changes in the expression of major histocompatibility complex II and inflammatory cytokine genes in the fetal hippocampi 35 days later (3). Adding to the first hit of viral infection, the second hit of weaning at 21 days of age, we detected changes in the hippocampi expression of genes that participate in synthesizing the backbone of terpenoids that have antimicrobial and immunomodulatory properties (4). In consideration of the longer-lasting effects of gestational immune activation (5) and subinflammatory environments (6) in adult rodent hippocampal neurological morphology and function, we studied the interacting effect of prenatal and postnatal inflammatory and metabolic hits on the hippocampus of pigs at 2 mo of age (7). The previous study detected significant changes in the expression of genes annotated to the messenger cAMP and proinflammatory signaling processes.

In rodent and pig models of gestational maternal immune activation (MIA), the offspring display an increased incidence of autism and schizophrenia-like phenotypes, including social deficit, modified activity levels, and sensory-processing sensitivity (8–10). Likewise, postnatal immune challenges, including pro- and anti-inflammatory agents and environmental stressors, can cause behavioral and allodynia alterations (11–13). Although the disruption of molecular mechanisms in the hippocampi has been identified as a contributor to the neurodevelopmental pathologies associated with MIA, less is known of the role of the hypothalamus, another important component of the limbic system, and the two-hit model.

Infection and environmental insults can alter the balance of inflammatory factors impacting the function of the hypothalamus and the systems regulated by this structure, including endocrine and autonomic nervous systems, hormone release and activity cycles, circadian rhythm, and feeding and social behaviors (12). Treatments with agonists of hypothalamus-released products such as oxytocin are effective at modulating inflammation response to viruses such as severe acute respiratory syndrome coronavirus 2 (SARS-CoV-2) (14). Hyperactivity of the hypothalamic-pituitary-adrenal (HPA) axis, typically detected by high peripheral cortisol, has been associated with MIA-related behavioral disorders and allodynia (12, 15). Disruptions of the feed-forward and feed-backward messages and excitatory and inhibitory in the HPA system are associated with disease (16). Therefore, understanding the molecular changes in the inceptive structure in response to insults is a necessary preclinical step.

The link between hypothalamic and behavioral disruption has been reported. NIH Swiss mice exposed to polyinosinic:polycytidylic acid (polyI:C)-induced MIA presented behavioral disruptions and lower expression levels of hypothalamic vasopressin receptor 1a gene compared with control mice (17). Also, among 85-day-old mice exposed to polyI:C-induced MIA, only males displayed increased pain sensitivity and hypothalamic overexpression of the KISS-1 metastasis suppressor (Kiss1) gene (12).

A two-hit model was used to study the effect of postnatal immunological and metabolic insults on the hypothalamic transcriptome of an established model of gestational immune activation elicited by viral inoculation. The changes in expression profile were monitored across ∼17,000 genes in offspring from both sexes exposed to inflammatory signals from the maternal response to PRRSV followed by inflammatory signals from polyI:C or a metabolic state of 24-h fasting 100 days after the first hit. The biological processes and pathways potentially impacted by the two-hit model were identified, and gene network profiling furthered the understanding of the hypothalamic changes.

## MATERIALS AND METHODS

### Experimental Design

The present study was conducted following the guidelines and regulations set forth by the Institutional Animal Care and Use Committee at the University of Illinois using the previously established methodologies (3, 18). Twenty healthy gilts from the PIC Camborough 22 genetic line (PIC, Hendersonville, TN) were inseminated with semen obtained from PIC 359 boars (PIC, Hendersonville, TN). Subsequently, they were transferred from the University of Illinois swine herd to individual chambers within a biosafety facility. The chambers were maintained at a temperature of 22°C, and a 12-h light cycle was followed, with lights on at 7:00 AM. The gilts’ dietary needs were met at each trial stage, and they had unrestricted access to water. At 76 days of gestation, half of the gilts were subjected to gestational immune activation through intranasal inoculation of live PRRSV (strain P129-BV) in a volume of 5 mL, diluted with sterile Dulbecco’s modified Eagle medium (19). The remaining half received an inoculation of sterile medium and served as controls. The PRRSV-challenged group experienced fever and reduced appetite for ∼12 days postinoculation, whereas the control group’s feed intake was restricted to match that of the gestational immune activation group from the previous day (8).

Farrowing was induced by *gestation day 113* and completed in most cases within 24 h, enabling a homogeneous exposure of the pigs to environmental and nutrition conditions (20). Standard inoculations were administered to the offspring to manage iron levels and respiratory diseases, as previously outlined (21). The piglets remained with their mothers in individual crates until they reached 21 days of age. The body weight of the pigs exposed to inflammatory signals during gestation was not significantly different from that of the control group (22). Following that, they were randomly assigned to rooms accommodating four to five piglets each, and a nutritionally complete diet and ad libitum access to water were provided.

Pigs (*n* = 112) of both sex and MIA groups were randomly divided into three juvenile distress groups once the piglets reached 59 days of age. The first group (metabolic distress) underwent a 24-h fasting period, whereas the second group (inflammatory distress) received an intraperitoneal injection of polyI:C (Sigma, St. Louis, MO) at ∼7:00 AM the following day. The polyI:C injection was administered at a dose of 1.0 mg/kg of body weight, following established protocols (23). The remaining third of the pigs were assigned to the saline-treated group, representing the standard condition. These pigs received an intraperitoneal injection of sterile phosphate-buffered saline in a volume equivalent to the polyI:C injection, ensuring a blind treatment assignment.

The 2 × 2 × 3 experimental design is depicted in Supplemental Fig. S1 and included 9 to 10 pigs per group categorized by gestational immune activation (PRRSV-elicited MIA or control), sex (female and male), and juvenile distress (inflammatory distress elicited by polyI:C, metabolic distress of fasting, or saline-treated pigs), respectively. This design enabled the testing of interactions between gestational immune activation and juvenile distress, sex, and juvenile distress, in addition to the effects of each factor.

### Analysis of RNA-Sequencing Data

Established protocols (8) were used to administer intramuscular anesthesia and euthanize the pigs 100 days postexposure to the virally elicited inflammatory signals. The hypothalami of 112 pigs were extracted, flash-frozen, and kept at −80°C until the EZNA kit (Omega Biotek, Norcross, GA) was used to extract RNA. The TruSeq Stranded mRNA preparation kit (Illumina Inc, San Diego, CA) was used to prepare individually and qPCR-quantify RNAseq libraries. The cDNA was sequenced from both ends using the NovaSeq S4 kit and the NovaSeq 6000 sequencer. The bcl2fastq v2.20 software (Illumina Inc, San Diego, CA) was used to demultiplex the resulting reads into FASTQ files that list the sequences and position-based sequences.

Results from evaluating the FASTQ files using the software FASTQC (24) indicated that sequence trimming was unnecessary because of consistent high quality (score Phred > 34) across read positions. The sequences were aligned to the *Sus scrofa* reference genome v11.1, and gene expression abundance was determined using kallisto v0.43.0, following default specifications (25). The trimmed-mean normalized values of genes detected with more than five transcripts per million within each group were subjected to analysis using the edgeR version 3.14 (26).

The gene expression levels were evaluated for the effects of gestational immune activation and sex, each characterized by one contrast (i.e., Control vs. PRSSV and males vs. females, respectively). Also tested were the orthogonal contrasts for juvenile distress (i.e., fasting vs. saline and inflammation vs. saline) and the interactions between the previous factors. The tests that exhibited a false discovery rate-adjusted *P* value (FDR) less than 0.05 (27) were considered statistically significant.

The contrasts of gene expression levels between groups are expressed in log-base2 (fold change). In the model specification, positive values indicate overexpression in Control versus PRRSV, overexpression in males versus females, overexpression in juvenile metabolic distress versus saline, and overexpression in juvenile inflammation distress versus saline. In contrast, negative contrast values denote underexpression for such comparisons. For interactions between stressors, positive values denote antagonistic action between gestational immune activation and either juvenile metabolic or inflammatory distress (i.e., overexpression under either stressor relative to both stressors simultaneously). Conversely, negative interaction values denote synergistic action characterized by overexpression in pigs exposed to gestational immune activation and juvenile distress. For interactions between either stressor and sex, positive values denote overexpression in females from PRRSV gilts, fasting males, or polyI:C-treated males relative to other groups. The raw and normalized expression profiles can be accessed in the National Center for Biotechnology Information GEO dataset repository under the accession GSE245146 (reviewer access token: kjktwiysvhapfgn; https://tinyurl.com/yc4er26p).

### Functional and Network Analyses

Gene Ontology biological processes enriched (FDR < 0.05) with genes impacted by gestational immune activation, juvenile distress, sex, and their interactions were identified using the WebGESTALT package (28). Gene Set Enrichment Analysis (GSEA) enabled the detection of functional categories that had a predominance of genes over- or underexpressed in the respective contrasts. The sign of the GSEA score aligns with the sign of the predominant differential expression pattern. In contrast, the overrepresentation analysis (ORA) enabled to focus processes with a predominance of significant differential expression, irrespective of pattern. The enrichment score in ORA is also a ratio between the observed and expected scores from the gene set, and these values are calculated based on the hypergeometric test (28).

The functional categories tested included the nonredundant Gene Ontology (GO) biological processes (BP) and pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG). Categories, including five or more differentially expressed genes, are discussed. Preliminary GSEA analysis indicated that the gene annotation to the *Homo sapiens* pathways was more informative than to *Sus scrofa* pathways, and the former genome was used as a reference for all enrichment analyses. The relationship between the enriched pathways was investigated using the Voronoi diagram output from the REACTOME Pathway Analysis Tool (29). The Voronoi diagram approach was selected because of the enhanced visualization of the relationships between pathways through their display as a contiguous area partitioned into broader pathways and more focused subpathways. Also, the pathways are arranged according to the relationships among pathways specified in the event hierarchy (29).

To understand how genes within a biological process are simultaneously affected by gestational immune activation, juvenile distress, and sex, these genes were depicted as nodes in a network. The node color denoted the over- or underexpression pattern in contrast between two groups characterized by the three factors studies: blue indicates underexpression, white indicates even expression, and red indicates overexpression in the first group compared with the second group. The nodes were connected by edges that represent the known relationship between the genes. The molecular relationships were obtained from the STRING v12 database using a confidence score cutoff > 0.7 to enhance true positive and minimize false-positive relations (30). The networks for 12 contrasts between distinct gestational immune activation, juvenile distress, and sex groups were depicted in Cytoscape v. 3.9 (31).

In a similar fashion, the application iRegulon v1.3 was used to study the overrepresentation of transcription factors associated with genes presenting differential expression (FDR < 0.1) in response to gestational immune activation, distress, sex, or interaction effects (32). Genes presenting interaction effects were grouped within the corresponding main effects. The overrepresentation was considered significant when more than 20 target genes presented differential expression for at least one factor, and the normalized enrichment score surpassed a cutoff of 3 that indicates a high probability (cumulative recovery curve area > 0.03) of transcription factor modulation of gene expression (32).

## RESULTS

### Depth and Quality of Sequencing and Differential Expression Metrics

The integrity of the RNA was consistently high (RNA integrity number, RIN, above 7.2) for all 112 hypothalamic samples, and the mean number of sequences per library (sample) was above 165 million reads. The coefficient of variation of the number of reads per sample was ∼0.19, indicating similarity between samples and an even distribution across gestational immune activation, juvenile distress, and sexes. On average, the successful alignment of 77% of the sequences enabled testing the impact of sex, gestational immune activation, and juvenile distress on 16,960 genes in the hypothalamus.

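Hypothalamus RNA of 112 pigs aged 60 days was sequenced, with 1 library per pig. The pigs came from control gilts or from gilts inoculated in gestation with porcine reproductive and respiratory syndrome virus (PRRSV), and each pig was fasted for 24 hours, injected with polyI:C (a synthetic double-stranded RNA that mimics a viral infection, 1 mg/kg) or injected with saline. The labels gave 6 to 12 libraries in each of the 12 groups, and the paper's methods give 9 to 10 pigs per group. The paper describes RNA extraction with the EZNA kit, a NovaSeq instrument and reads of both ends. The sample labels instead describe a phenol-based extraction with purification by a kit, a HiSeq instrument and reads of a single end. The authors quantified the reads with kallisto on the Sscrofa11.1 genome and deposited a table of 26673 gene rows, whose values sum to 1000000 in every library and were therefore taken as counts per 1000000 (CPM). The low values of a library lay mostly on whole multiples of a smallest step, which was taken as the value of 1 assigned read. The share of values under 20 steps within 0.1 of a whole multiple was 85.2% to 93.4% per library, so counts were not restored.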

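The steps gave a mean depth of 47.5 M assigned reads per library (M for 1000000), a median of 44.4 M and a coefficient of variation of 0.34. The paper gives a mean above 165 M and a coefficient of variation of about 0.19 for sequences per library, and the depth behind the values here counts reads assigned to genes. By group, the depth was 30.9 to 65.3 M (median 39.1) in the 10 libraries labelled Control female fasting, 37.3 to 84.9 M (median 43.9) in the 12 libraries labelled Control female polyI:C, 26.5 to 53.1 M (median 38.1) in the 9 libraries labelled Control female saline and 39.0 to 157 M (median 47.0) in the 9 libraries labelled Control male fasting. It was 35.6 to 88.9 M (median 47.4) in the 10 libraries labelled Control male polyI:C, 34.1 to 87.3 M (median 45.8) in the 12 libraries labelled Control male saline, 35.2 to 62.6 M (median 56) in the 6 libraries labelled PRRSV female fasting and 30.4 to 73.6 M (median 42.6) in the 9 libraries labelled PRRSV female polyI:C. It was 33.3 to 58.6 M (median 44.4) in the 6 libraries labelled PRRSV female saline, 25.6 to 81.2 M (median 38.9) in the 9 libraries labelled PRRSV male fasting, 29.5 to 64.0 M (median 45.5) in the 9 libraries labelled PRRSV male polyI:C and 28.9 to 62.2 M (median 48.0) in the 11 libraries labelled PRRSV male saline. A gene was tested if it reached 0.25 CPM in at least 6 libraries, which kept 20364 genes. The values were analysed as log2(CPM + 1) with limma-trend in a model with gestational immune activation, sex, distress and their pairwise interactions, with Benjamini-Hochberg adjustment. The reference levels were Control, female and saline, so a main effect is the fitted difference at the reference levels of the other factors. The sex effect, for example, is the fitted male minus female difference in Control saline pigs. With only pairwise interactions in the model, such a fitted difference draws on all libraries. It need not equal the difference between the means of the groups named. Changes are differences on the log2(CPM + 1) scale, which understates the change of low genes, and G is Control minus PRRSV as in the paper. A share of 14.0% to 56.0% of the gene rows was listed at 0 per library, with a median of 24.3%.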

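The sex in the labels was checked with genes of the Y chromosome. The gene EIF1AY, on chromosome Y from 9687350 to 9704489 in Sscrofa11.1, was at 6.22 CPM or more in 60 libraries and at most 0.0561 CPM in the other 52. The labels also count 60 males and 52 females, but EIF1AY was high in 31 libraries labelled female and near 0 in 31 libraries labelled male. The expression of the gene thus went against the labelled sex in 62 of 112 libraries. A further 7 genes of the Y chromosome followed EIF1AY across libraries with a Pearson r above 0.95 on the log2 scale. Groups are given below as labelled, and every direction drawn between them carries this limit.

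**Figure D1:**
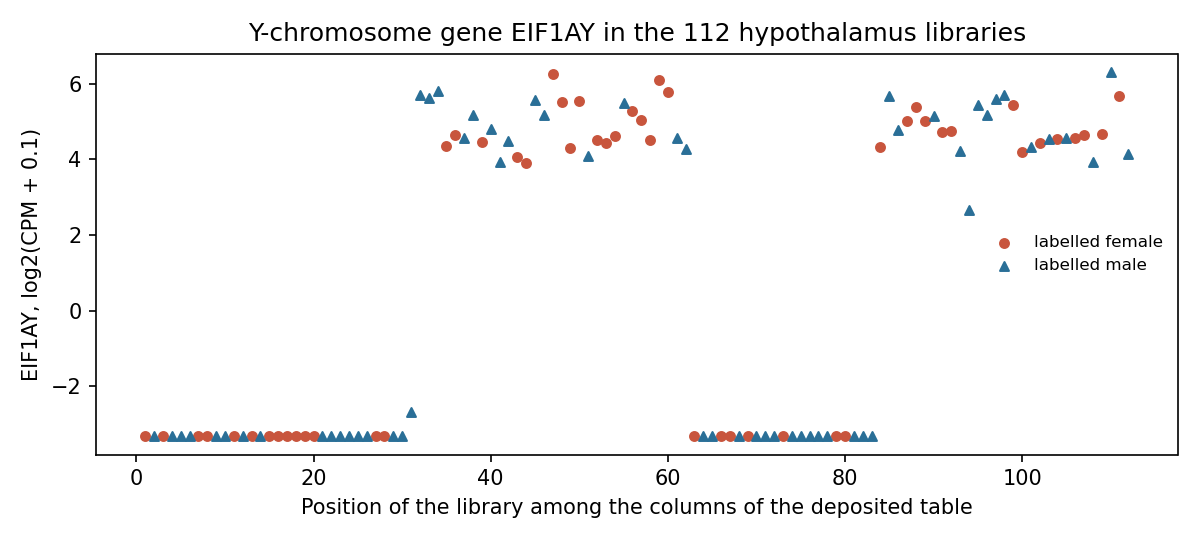
Level of EIF1AY, as log2(CPM + 0.1), in each of the 112 libraries (1 point each) against the position of the library among the columns of the deposited table. Circles are libraries labelled female and triangles libraries labelled male, and both kinds occur at the high and at the low level.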

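With the libraries grouped as labelled, 7384 of the 20364 genes tested had an adjusted p under 0.05 (limma-trend) for at least 1 main effect or interaction. Separately, limma-trend called 4389 genes for distress, 5165 for sex and 2318 for the interaction of sex and distress. For gestational immune activation, for its interaction with distress and for its interaction with sex, limma-trend called 0 genes each, while 375, 1209 and 3549 genes had an unadjusted p under 0.05. Of the 5165 genes called for sex, 4076 were higher in libraries labelled male, but with median-ratio scaling the split was 2276 higher and 1790 lower. With each main effect averaged over the other factors in place of the reference levels, limma-trend called 0 genes for sex (699 at an unadjusted p under 0.05) and 6689 for distress. The number with at least 1 effect ran from 5359 with a pituitary covariate to 10704 with each library weighted by its fit, an alternative chosen after seeing the data. The labelled sex behind these numbers is contradicted by the Y-chromosome genes in a majority of the libraries. The labels of distress and gestational treatment were matched to the values by the same column names. No gene was used to check them, so the numbers for these factors are in doubt too.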

Across all six comparisons studied, 1,322 genes exhibited significant differential expression (FDR < 0.05) for at least one main effect or interaction. 

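Counted alone or in an interaction, distress was associated with 5050 genes, sex with 5570 genes and gestational immune activation with 0 genes, each at an adjusted p under 0.05 (limma-trend). With the 3-way interaction in the model, these numbers were 5397, 3607 and 230. By the rule set for naming genes, the largest changes for distress were in LOC396781, listed in the reference with the synonym IGHG, which had a polyI:C minus saline difference of 5.03 on the log2 scale (adjusted p = 5.88e-07 in the test that joins fasting and polyI:C), followed by LOC100152327 with 4.74 and LOC100623670 with 4.42. For sex as labelled, LOC110257381 differed by −3.56, SNURF by 3.19 and TMIGD3 by −2.56, in a comparison whose sex labels many libraries contradict.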

The effect of the juvenile metabolic and inflammatory distress, alone or interacting with gestational immune activation or sex, accounted for 801 of the differentially expressed genes, followed by the effects of sex (620 genes) and gestational immune activation (544 genes), interacting with the remaining factors or alone. A summary of the genes impacted by the factors studied at FDR < 0.05 and absolute log_2_(fold change) value > 1.5 is available in Supplemental Table S1. Figure 1 depicts the Venn diagrams of the intersection among the counts of genes differentially expressed at FDR < 0.05 among the factors and interactions studied. This figure highlights that separately testing each factor would prevent the detection of the many genes that present significant interactions independent of the main effects. Also, this figure depicts the unique impact that each one of the factors studied can have on the gene profiles in the hypothalamus. The 32 genes that presented gestational immune activation, juvenile distress, and sex effects include ATP synthase peripheral stalk subunit d (*Atp5pd*), corticotropin-releasing hormone (*Crh*), forkhead box G1 (*Foxg1*), glycerophosphodiester phosphodiesterase domain containing 1 (*Gdpd1*), growth hormone 1 (*Gh1*), hemoglobin, peptidase inhibitor 15 (*Pi15*), PR/SET domain 12 (*Prdm12*), PR/SET domain 6 (*Prdm6*), prolactin (*Prl*), parathyroid hormone 2 (*Pth2*), S100 calcium-binding protein A12 (*S100a12*), Sp8 transcription factor (*Sp8*), upstream binding transcription factor-like 1 (*Ubtfl1*), and urocortin 3 (*Ucn3*).

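All 15 of these genes that were looked up, with HBB taken for hemoglobin, passed the filter on low values. As labelled, 3 of them had an adjusted p under 0.05 in any of the 6 limma-trend tests. GDPD1 had an adjusted p of 0.0179 for distress and 0.0247 for sex and distress together, PRDM6 had 0.0116 for distress and PTH2 had 0.0281 for distress. The median level over all libraries was 0.148 CPM for PRL, with a highest library at 432 CPM, and 1.05 CPM for GH1, with a highest library at 1560 CPM. CRH had a median of 1.56 CPM and UBTFL1 was listed at 0 in 77 libraries. These levels do not depend on the labels.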

**Figure 1.**
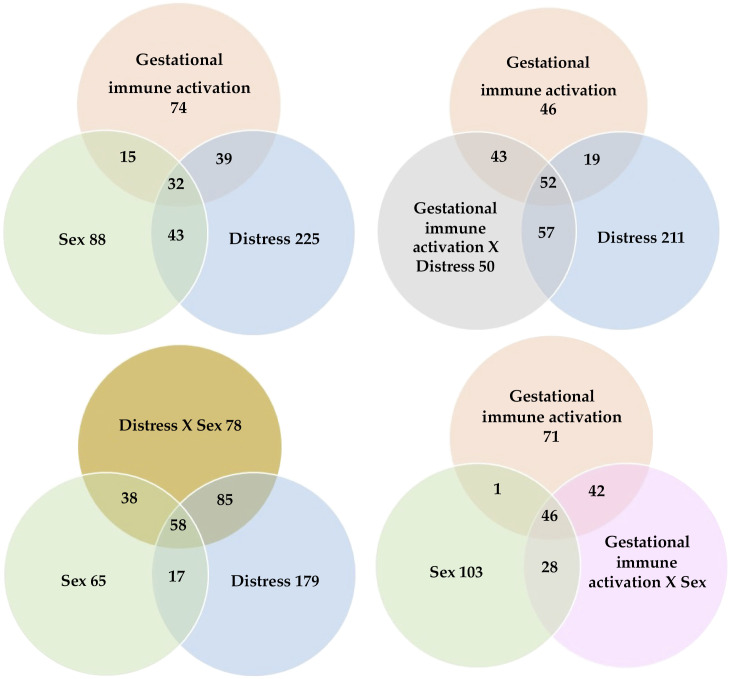
Venn diagrams depicting the number of differentially expressed genes (FDR < 0.05) that share effects of gestational immune activation, juvenile distress, sex, and interactions in the hypothalamus.

### Gene Pathways in the Hypothalamus Affected by Sex, Gestational Immune Activation, and Juvenile Distress

The overrepresentation and gene set analyses (ORA and GSEA, respectively) of genes presenting interacting and main effects of gestational immune activation, juvenile distress, and sex enable the detection of molecular categories that these factors can impact. The KEGG pathways and Gene Ontology biological processes enriched across two or more factors (FDR < 0.05, |enrichment statistic| > 2) identified by GSEA are listed in Table 1, and Table 2 presents the results from ORA. Complementing the previous lists, an extensive list of KEGG pathways and Gene Ontology biological processes enriched (FDR < 0.05) for one or more factors is included in Supplemental Table S2.

**Table 1.** Normalized enrichment scores of significant (FDR < 0.05; > 5 genes) Gene Ontology biological processes and Kyoto Encyclopedia of Genes and Genomes pathways among genes affected by two or more factors (gestational immune activation, juvenile distress, sex, or interaction) identified using the Gene Set Enrichment Analysis

BP/KEGG	Description	F × G^1^	I × G	S × F	S × I	S × G	G	F	I	S
GO:0001539	Cilium-dependent cell motility	2.4		−1.7	1.9	1.8			−1.9	
GO:0034340	Response to type I interferon	−2.5	−1.8	−2.4					2.1	
GO:0033108	Mitochondrial respiratory chain	−2.0	1.9	1.9					1.7	
GO:0007618	Mating	2.0		2.0		2.1	2.0			
GO:0050886	Endocrine process	1.9		1.7						
GO:0032615	Interleukin-12 production	−1.8	−1.9	−1.9					1.7	
GO:0072350	Tricarboxylic acid metabolic		1.9				1.6			
GO:0007218	Neuropeptide signaling		−2.0	1.8					2.0	
GO:0007631	Feeding behavior			2.3		2.0	1.6			
GO:0019233	Sensory perception of pain			1.9		1.9	1.7			
GO:0001963	Synaptic transmit, dopaminergic			1.8		2.0	1.7			
GO:0007215	Glutamate receptor signaling			2.1			1.8			
GO:0070972	Protein to endoplasmic reticulum	−2.1								2.3
GO:0019098	Reproductive behavior	2.0		1.7		2.2	2.0			
GO:0035902	Response to immobilization stress	1.8				1.8	1.7			
hsa03010	Ribosome	−2.5			−1.9		−1.8	2.4	2.4	2.7
hsa05144	Malaria	−2.2	−2.2	−2.1			−2.2	2.0	2.6	
hsa00190	Oxidative phosphorylation	−2.1			−2.2			2.2	2.5	
hsa04657	IL-17 signaling	−1.9	−1.9		1.7				2.9	
hsa04622	RIG-I-like receptor signaling	−1.9			1.7				2.1	
hsa04932	Nonalcoholic fatty liver disease	−1.7							2.1	
hsa01230	Biosynthesis of amino acids		2.2			2.1	2.2			
hsa04668	TNF signaling		−2.1						3.0	
hsa05323	Rheumatoid arthritis		−2.1						2.4	
hsa04064	NF-κB signaling		−1.9	−1.7	1.9				2.6	
hsa04917	Prolactin signaling					1.9			2.1	
hsa04913	Ovarian steroidogenesis			−1.7	−2.1				2.2	

^1^Enrichment sign interpretation of contrast. F, juvenile fasting - saline; F × S, fasting male - fasting or male; G, gestational activation - control; G × F, gestational and fasting - either one stressor; G × I, gestational and polyI:C- either one stressor; G × S, gestational immune activation and male - either one condition; I, juvenile polyI-C - saline; I × S, polyI:C male - polyI:C or male; S, males - females. A negative (positive) sign denotes that genes in the category are underexpressed (overexpressed) on the left side relative to the right side group of the contrast (−).

**Table 2.** The enrichment ratio of Kyoto Encyclopedia of Genes and Genomes pathways and Gene Ontology biological processes in the hypothalamus enriched (FDR < 0.05; > 5 genes in a category, enrichment score > 5) identified using the overrepresentation analysis among genes presenting significant (FDR < 0.1) for the effects of gestational immune activation, juvenile distress, sex, or interaction effects

BP/KEGG	Description	D × G^1^	S × D	S × G	G	D	S
GO:0007631	Feeding behavior	11.4	9.8	17.7	14.5	8.9	16.3
GO:0007218	Neuropeptide signaling	7.7	8.8			7.4	12.8
GO:0032570	Response to progesterone					10.9	
GO:0021536	Diencephalon development	10.2	10.2			5.4	
GO:0035270	Endocrine system development	6.1	9.5				11.6
GO:0035902	Response immobilization stress	16.5		20.6	12.2		
GO:0051412	Response to corticosterone	25.3			26.3	33.7	
GO:0061844	Antimicrobial immune response	11.6			11.1		
GO:0071357	Response type I interferon	9.2				7.9	
GO:0045071	Negative regulation viral replication	12.9				9.9	
GO:0042446	Hormone biosynthetic process				6.8		
GO:0042698	Ovulation cycle				7.2		
GO:0045834	Positive regulation lipid metabolism					4.9	
GO:0032368	Regulation of lipid transport					5.7	
GO:2000351	Regulation endothelial cell apoptosis					8.1	
hsa04657	Interleukin-17			11.0			
hsa04917	Prolactin			10.5			
hsa04064	Nuclear factor-κB			8.5			
hsa05134	Legionellosis				6.7		

^1^Enrichment ratio. D, juvenile distress; G, gestational immune activation; D × G, interaction between juvenile distress and gestational immune activation; S, sex; S × D, interaction between sex and juvenile distress; S × G, interaction between sex and gestational immune activation.

The GSEA results in Table 1 denote the pattern of the genes in the molecular category according to profiles from more to less differentially expressed and the sign of the normalized enrichment score (NES). Positive NES indicates genes overexpressed in Control relative to PRRSV, under either juvenile distress relative to saline, and males relative to females, whereas negative signs correspond to the reverse profile. For interactions, positive NES indicates gene overexpression in pigs exposed to one of the two stressors (gestational immune activation or juvenile distress), females from PRRVS gilts, or juvenile-distressed males. Conversely, for interaction, negative NES indicates gene overexpression in pigs exposed to both stressors (gestational immune activation or juvenile distress), males from PRRVS-treated gilts, or juvenile-distressed females.

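The Gene Ontology and KEGG sets of the paper were replaced by lists fixed in advance, because the sets themselves were not used here. For the immune list of 15 genes the paper names (CCL2, CXCL8, IFI6, BST2, ISG15, ISG20, OASL, RSAD2, CCL4, CXCL10, IL18, NFKBIA, ZBP1, IRF7 and IRF1), the coefficients for the interaction of gestational immune activation and fasting had a median of −0.29 with 3 of 15 genes above 0 (camera, adjusted p = 0.884), with the list test pointing up. The interaction with polyI:C had a median of 0.43 with 10 of 15 genes above 0 (camera, adjusted p = 0.00340). Camera was run with a preset correlation of 0.01 between genes. Of the 24 list tests past an adjusted p of 0.05 among 63, 0 remained past it with fry and 0 with the correlation estimated. The list was chosen by the study on these pigs and is not independent evidence, and the grouping is the labelled one that Y-chromosome genes contradict in many libraries.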

The preponderance of negative NES for the interaction between gestational immune activation and both juvenile distresses among immune-related categories (e.g., hsa04657 interleukin-17 signaling pathway; GO:0032615 interleukin-12 production). This result is further confirmed in Supplemental Table S2 (e.g., hsa04514 cell adhesion molecules or CAMs; hsa05133 Pertussis). The negative NES across juvenile distresses indicates that the genes were overexpressed in the hypothalamus of pigs exposed to gestational and juvenile treatments.

Notably, the NES signs were opposite for the interaction between sex and both juvenile distresses, and more categories reached FDR < 0.5 for the interaction between sex and fasting than sex and inflammation (Table 1). The previous findings suggest that immune-related genes were overexpressed in fasting females and polyI:C-treated males compared with other combinations. In contrast, genes annotated to neuronal signaling processes (e.g., GO:0019233 sensory perception of pain and GO:005088 endocrine process) were overexpressed in juvenile fasting males compared with other combinations.

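The pain list of 26 genes, those the paper names for its networks, stood in for the Gene Ontology sets. As labelled, the coefficients for the interaction of sex and fasting had a median of −0.091 with 10 of 26 genes above 0 (camera, adjusted p = 0.718), with the list test pointing up. Among single genes of the list, TAC1 had an interaction coefficient of −0.61 (SE 0.476, adjusted p = 0.425) and MAPK3 one of 0.54 (SE 0.182, adjusted p = 0.0446), both from limma-trend. The labelled sex carries the limit given with the Y-chromosome genes.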

A positive NES sign was detected for behavior and sensory processes (e.g., GO:0019233 sensory perception of pain; GO:0007618 mating; GO:0007631 feeding behavior) enriched for the interaction between gestational immune activation and sex and for gestational immune activation as the main effect. 

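For the interaction of gestational immune activation and sex, the same 26 genes had a median of 0.13 with 19 of 26 genes above 0 (camera, adjusted p = 0.372), with the list test pointing down. For gestational immune activation alone, the coefficients had a median of −0.011 with 13 of 26 genes above 0 (camera, adjusted p = 0.708), with the list test pointing up, and a median of 0.0071 with median-ratio scaling. Camera compares a list with all other genes, and over all genes the median for the interaction with sex was also 0.13. With fry, which tests the list on its own, the adjusted p was 0.669 for the interaction and 0.938 for gestational immune activation alone.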

The NES signs indicate that genes in these categories are overexpressed in females exposed to gestational immune activation compared with other combinations (Table 1).

Interestingly, although many molecular categories were enriched for fasting distress interacting with gestational immune activation and sex, few categories reached significant enrichment for fasting distress alone. Most categories enriched in response to fasting distress alone were associated with immune response (e.g., hsa00190 oxidative phosphorylation and hsa05144 Malaria). All KEGG pathways and biological processes except one (GO:0001539 cilium or flagellum-dependent cell motility) were enriched for the effect of inflammation distress and presented a positive NES sign, including immune and signaling (synaptic and hormonal) categories. This finding indicates that the inflammatory agent upregulated the genes in these distinct categories (Table 1). 

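Under the labels, the 29 cilia genes (symbols CFAP or TEKT and a number) had polyI:C minus saline coefficients at the reference levels (Control females) with a median of −0.72 with 0 of 29 genes above 0 (camera, adjusted p = 5.38e-08). That call was not kept by fry (adjusted p = 0.200) or with an estimated correlation between genes (adjusted p = 0.744). For the immune list the same coefficients had a median of −0.066 with 6 of 15 genes above 0 (camera, adjusted p = 0.372), with the list test pointing up.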

Although many enriched functional categories were detected for the effect of sex (Supplemental Table S2), the two categories in Table 1 reflect that sex alone impacted processes distinct from the effect interacting with gestational or juvenile distress conditions.

The study of the molecular categories enriched among the top differentially expressed genes (FDR < 0.5) using ORA added integral information on the effects of gestational immune activation, juvenile distress, and sex on the hypothalamus pathways. Consistent enrichment in immune response, neuronal signaling, and behavioral processes was detected by the ORA and GSEA approaches (e.g., GO:0007218 neuropeptide signaling; GO:0007631 feeding behavior; hsa04917 prolactin; hsa04657 interleukin-17 signaling; hsa04668 tumor necrosis factor signaling). Similar to the GSEA results, the effect of juvenile distress, alone or interacting with sex and gestational immune activation, had the highest number of enriched categories (Table 2).

Notable results from ORA were the multiple categories associated with the developmental processes, such as GO:002153 diencephalon development and GO:002151 spinal cord development (Table 2, Supplemental Table S3). Another finding from the ORA analysis was the enrichment of categories associated with the response to stress, such as GO:0051412 response to corticosterone response, GO:0035902 response to immobilization stress, and GO:0009409 response to cold (Table 2, Supplemental Table S3). The stress-related pathways and processes were enriched among genes differentially expressed in response to metabolic and inflammatory distress.

The relative enrichment and relationship between the pathways overrepresented among genes presenting differential gene expression (FDR < 0.05) were visualized using the REACTOME knowledgebase (Fig. 2). The enriched REACTOME categories were aligned with the results from the GSEA and ORA analyses, including the immune system, signal transduction, metabolism, cell cycle, metabolism of proteins, and transport of small molecules. The signal transduction pathway includes the subpathway of G-protein-coupled receptor processes that interact with dopamine and corticosteroids. The metabolism pathway encompasses the metabolism of lipids, and the immune system pathway includes the interferon and prolactin-signaling processes. The metabolism of protein pathway includes the peptide hormone metabolism, immune system, prolactin, neuropeptide signaling, and the neuronal system, such as the glutamate-loaded synaptic vesicle process.

**Figure 2.**
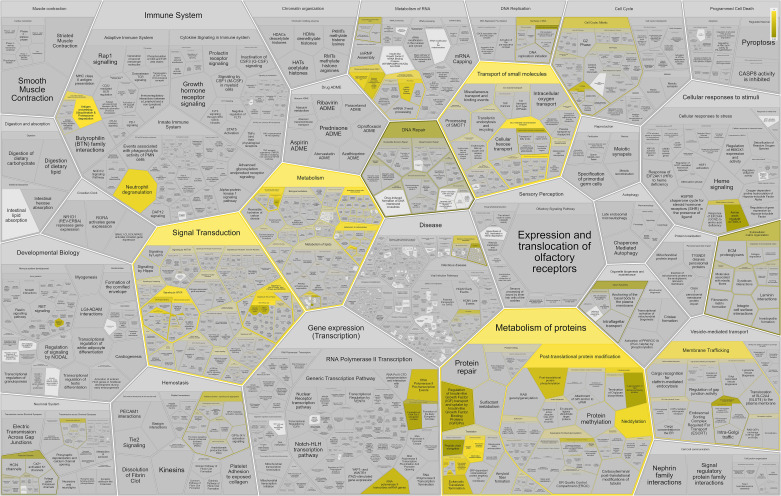
Visualization of the enrichment analysis using the Reactome relational knowledgebase of biomolecular pathways.

### Gene Profiles in the Hypothalamus Affected by Sex, Gestational Immune Activation, and Juvenile Distress

The profiles of genes that participate in the enriched functional categories were studied to understand the interplay between gestational immune activation, juvenile distress, and sex. The fold change (in logarithm base two units) of genes in sensory perception of pain, immune response, and prolactin-signaling pathways presenting significant differential expression (FDR-adjusted *P* value < 0.05, |fold change| > 1.5) were analyzed (Table 3). Complementing the previous profiles, Supplemental Table S1 lists all genes impacted at FDR < 0.05 and minimum |fold change| > 2.8. Table 3 lists differentially expressed genes, including gene symbol, name, profile, and statistical significance.

**Table 3.** Differential expression (log2(fold change)) of genes in the hypothalamus impacted (FDR-adjusted P value < 0.05, |log2(fold change)| > 1.5) by gestational immune activation, juvenile distresses, sex, and interactions that participate in the functional categories of sensory perception, immune response, or prolactin-signaling pathways

Gene Category and symbol	G × F^1^	G × I	S × F	S × I	G × S	G	F	I	S
SENSORY ^2^									
*Vip*	2.5	0.8	3.6	2.9	2.0		−1.5	−0.5	−2.7
*Ptgs2*							0.1	3.0	
*Prdm12*	2.7	1.5	2.9	1.7	3.9	1.9	−1.6	−1.3	−2.2
*Oxt*	3.4	1.2	1.5	1.6	4.6	1.7			−2.2
*Oprd1*			1.6	0.4	1.6				
*Ntsr1*			−0.8	−1.5					
IMMUNE									
*Ccl2*							0.4	3.3	
*Cxcl8*	−3.4	−2.5	−3.4	1.3			3.4	7.7	
*Ifi6*	−2.1	−0.4							
*Bst2*	−2.2	−0.7							
*Isg15*	−2.3	−0.5					0.4	1.6	
*Isg20*	−4.2	−0.9	−0.6	2.9					−1.4
*Oasl*	−3.4	−1.9				−2.0	−0.3	1.2	
*Rsad2*	−2.4	−2.1	−2.1	0.6			0.6	2.2	
*Ccl4*							0.5	4.3	
*Cxcl10*			−0.9	0.8			0.2	3.3	
*Il18*						−1.3			
*Nfkbia*							0.0	1.5	
*Zbp1*			−1.6	0.3					
PROLACTIN									
*Cga*	1.1	−1.2	−3.9	−5.3			1.4	4.7	3.6
*Cish*							−0.1	1.1	
*Fos*							−0.7	2.6	
*Irf1*							−0.1	1.9	
*Lhb*	1.6	−0.3			2.0		−0.3	1.1	
*Prl*	2.7	2.0	−5.6	−4.7	4.0	2.5	0.9	3.9	4.0
*Socs1*							−0.1	2.0	
*Socs3*							0.1	3.3	
*Prlr*			1.7	3.0	2.9		−1.0	−1.8	−2.3
*Th*			−1.9	−1.0		2.0			

^1^G = log2(control - gestational immune activation). F, log2(fasting - saline); F × S, log2(fasting male –fasting or male); G × F, log2(fasting or gestational activation - both stressors); G × I, log2 (polyI:C or gestational activation - both stressors); G × S, log2(gestational immune activation and female - gestational activation or female); I, log2(polyI:C - saline); I × S, log2(polyI:C male - polyI:C or male); S = log2(males - females). Negative (positive) log2(fold change) denotes gene underexpression (overexpression) on the left side relative to the right side group within the contrast (−).

^2^Sensory perception category genes: vasoactive intestinal peptide (*Vip*), prostaglandin-endoperoxide synthase 2 (*Ptgs2*), PR/SET domain 12 (*Prdm12*), oxytocin/neurophysin I prepropeptide (*Oxt*), opioid receptor delta 1 (*Oprd1*), neurotensin receptor 1 (*Ntsr1*); immune response category genes: chemokine (C-C motif) ligand 2 (*Ccl2*), C-X-C motif chemokine ligand 8 (*Cxcl8*), interferon alpha inducible protein 6 (*Ifi6*), bone marrow stromal cell antigen 2 (*Bst2*), interferon-stimulated exonuclease gene 15 (*Isg15*), interferon-stimulated exonuclease gene 20 (*Isg20*), 2′-5′-oligoadenylate synthetase like (*Oasl*), radical *S*-adenosyl methionine domain containing 2 (*Rsad2*), chemokine (C-C motif) ligand 4 (*Ccl4*), C-X-C motif chemokine ligand 10 (*Cxcl10*), interleukin 18 (*Il18*), nuclear factor kappa B inhibitor alpha (*Nfkbia*), Z-DNA binding protein 1 (*Zbp1*); prolactin signaling pathway genes: glycoprotein hormones, alpha polypeptide (*Cga*), cytokine-inducible SH2 containing protein (*Cish*), fos proto-oncogene, AP-1 transcription factor subunit (*Fos*), interleukin 1 beta (*Il1b*), interferon regulatory factor 1 (*Irf1*), luteinizing hormone subunit beta (*Lhb*), prolactin (*Prl*), suppressor of cytokine signaling 1 (*Socs1*), suppressor of cytokine signaling 3 (*Socs3*), prolactin receptor (*Prlr*), tyrosine hydroxylase (*Th*).

Several consistent profiles can be identified among genes within functional categories and factor tested (Table 3). In the sensory perception of pain category, the genes (e.g., *Vip*, *Prdm12*, and *Oxt*) were overexpressed in pigs exposed to gestational immune activation, and both types of juvenile distress relative to controls. 

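VIP lies on chromosome 1 from 13611786 to 13620250, PRDM12 on chromosome 1 from 270723880 to 270739468 and OXT on chromosome 17 from 32605586 to 32606449 in Sscrofa11.1. The median over the 112 libraries was 0.275 CPM for VIP, 0.117 CPM for PRDM12 and 62.8 CPM for OXT, whose libraries ranged from 0 to 7864 CPM. As labelled, the Control minus PRRSV difference was −0.042 (SE 0.202, adjusted p = 1.000) for VIP, −0.28 (SE 0.210, adjusted p = 1.000) for PRDM12 and −1.96 (SE 1.64, adjusted p = 1.000) for OXT in limma-trend. The fasting minus saline difference was −0.22 (SE 0.202, adjusted p = 0.461) for VIP, −0.053 (SE 0.210, adjusted p = 0.895) for PRDM12 and −1.50 (SE 1.64, adjusted p = 0.557) for OXT. With polyI:C it was −0.35 (SE 0.194, adjusted p = 0.398), −0.22 (SE 0.202, adjusted p = 0.648) and −0.98 (SE 1.57, adjusted p = 0.821) in the same order. None of these differences, at the reference levels of the other factors, exceeded the spread between libraries at an adjusted p of 0.05. For OXT, polyI:C minus saline between the Control female groups alone had the opposite sign, as given below. The estimate here draws on all libraries. Averaged over the other factors, polyI:C minus saline was −0.37 (adjusted p = 0.0230) for VIP, −0.41 (adjusted p = 0.0159) for PRDM12 and −1.35 (adjusted p = 0.330) for OXT.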

The previous genes were also overexpressed in females relative to males, females exposed to gestational immune activation, or males exposed to juvenile distress or relative to either condition alone.

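CXCL8 was listed at 0 in 57 of 112 libraries, and ISG20 had a median of 0.488 CPM, RSAD2 of 10.4, CXCL10 of 11.8 and ZBP1 of 3.94 CPM. With the libraries grouped as labelled, the interaction of gestational immune activation and fasting had a coefficient of −0.056 (SE 0.564, adjusted p = 0.999) for CXCL8, −0.29 (SE 0.616, adjusted p = 0.999) for ISG20 and −0.43 (SE 0.834, adjusted p = 0.999) for RSAD2 (limma-trend). With polyI:C the interaction was −0.45 (SE 0.541, adjusted p = 0.867), 0.35 (SE 0.591, adjusted p = 0.907) and −0.028 (SE 0.800, adjusted p = 0.996) in that order. The polyI:C minus saline coefficient at the reference levels was 0.10 (SE 0.819, adjusted p = 0.971) for CXCL10 and 0.020 (SE 0.358, adjusted p = 0.987) for ZBP1.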

In the immune response category, the genes (e.g., *Cxcl8*, *Isg20*, *Rsad2*, *Cxcl10*, and *Zbp1*) were underexpressed in pigs exposed to gestational immune activation and both types of juvenile distress relative to controls. The previous genes were also underexpressed in females relative to males, males exposed to metabolic distress, and females exposed to inflammation distress or relative to either condition alone. In the prolactin-signaling category, the genes (e.g., *Fos*, *Irf1*, *Lhb*, *Prl*, *Socs1*, and *Socs3*) were overexpressed in males relative to females and in pigs exposed to gestational immune activation and inflammation distress relative to the conditions.

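FOS, IRF1, LHB, PRL, SOCS1 and SOCS3 were compared between the labelled sexes, a labelling that the Y-chromosome genes contradict in many libraries. The male minus female coefficient at the reference levels (Control saline) was 1.03 (SE 0.618, adjusted p = 0.218) for PRL and 0.15 (SE 0.425, adjusted p = 0.826) for LHB, and the others lay at 0.35 (FOS), −0.29 (IRF1), −0.83 (SOCS1) and −0.40 (SOCS3), with adjusted p from 0.124 to 0.690 (limma-trend). For polyI:C minus saline at the reference levels (Control females), FOS had −1.23 (SE 0.562, adjusted p = 0.306), SOCS1 −0.79 (SE 0.425, adjusted p = 0.387) and SOCS3 −0.83 (SE 0.508, adjusted p = 0.450). Fasting minus saline at the same levels was −1.55 (SE 0.443, adjusted p = 0.00920) for SOCS1, −1.69 (SE 0.530, adjusted p = 0.0171) for SOCS3 and −1.34 (SE 0.462, adjusted p = 0.0307) for LHB. Within Control males, polyI:C minus saline was −0.78 for FOS and above 0 for SOCS1 (0.71), SOCS3 (0.72) and IRF1 (0.55), with adjusted p of 0.279 or more. Averaged over the other factors, polyI:C minus saline was −0.69 for FOS, −0.29 for SOCS1, −0.33 for SOCS3 and 0.060 for IRF1, with adjusted p of 0.149 or more. For LHB it was −0.82 (limma-trend, adjusted p = 0.0279), past the threshold and opposite in sign to the paper's 1.1. Across libraries LHB rose with a list of other anterior pituitary genes (Spearman rho 0.589, Pearson r 0.662). Its differences may therefore reflect pituitary tissue in some samples. Averaged fasting minus saline was −0.80 (adjusted p = 0.0405) for SOCS1, −0.82 (adjusted p = 0.0790) for SOCS3 and −0.55 (adjusted p = 0.179) for LHB.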

### Network Characterization of the Impact of Sex, Gestational Immune Activation, and Juvenile Distress on Genes in the Hypothalamic Sensory Perception of Pain Pathway

The analysis of enriched biological categories uncovered a cluster of processes, including genes that presented similar patterns in response to gestational immune activation, juvenile stressors, and sex (Table 1). These processes included sensory perception of pain (GO:0019233), dopaminergic synaptic transmission (GO:0001963), glutamate receptor signaling (GO:0007215), exploration behavior (GO:0035640), and feeding behavior (GO:0007631). Although the expression patterns include interaction among the factors studied, the overarching profile includes underexpression in pigs that experienced gestational immune activation relative to control, particularly among males from gestational immune activation gilts, and overexpression in fasting males, relative to other groups sharing characteristics. The same patterns were detected in genes annotated to anesthetic (GO:0072347), reproductive behavior (GO:0019098), and mating (GO:0007618) in addition to overexpression in fasting pigs from control gilts.

The complexity of the interplay between gestational immune activation, juvenile distress, and sex simultaneously on multiple genes in the cluster of enriched processes was evident in the network of genes in the sensory perception of pain category. To facilitate the visualization of notable relationships between genes, 26 genes with the highest variability in fold change between groups among the 42 genes annotated to the sensory perception of pain were depicted in networks. The 26 informative genes included were adenylate cyclase-activating polypeptide 1 (*Adcyap1*), adenosine A1 receptor (*Adora1*), adrenoceptor alpha 2 C (*Adra2c*), cholecystokinin (*Cck*), cholinergic receptor nicotinic alpha 4 subunit (*Chrna4*), cannabinoid receptor 1 (*Cnr1*), C-X-C motif chemokine ligand 12 (*Cxcl12*), glutamate ionotropic receptor NMDA type subunit 2 A (*Grin2a*), glutamate metabotropic receptor 1 (*Grm1*), homeobox D1 (*Hoxd1*), islet amyloid polypeptide (*Iapp*), mitogen-activated protein kinase 3 (*Mapk3*), neuropeptide FF-amide peptide precursor (*Npff*), neuropeptide Y receptor Y1 (*Npy1r*), neurotrophic receptor tyrosine kinase 1 (*Ntrk1*), neurotensin receptor 1 (*Ntsr1*), opioid receptor delta 1 (*Oprd1*), opioid receptor kappa 1 (*Oprk1*), opioid-related nociceptin receptor 1 (*Oprl1*), opioid receptor mu 1 (*Oprm1*), oxytocin/neurophysin I prepropeptide (*Oxt*), proenkephalin (*Penk*), PR/SET domain 12 (*Prdm12*), prostaglandin-endoperoxide synthase 2 (*Ptgs2*), tachykinin precursor 1 (*Tac1*), and vasoactive intestinal peptide (*Vip*). Figures 3 and 4 portray the gene network profiles when comparing the metabolic and inflammatory stressors relative to saline within gestational immune activation and sex groups. Figure 5 portrays the gene network profiles when comparing the gestational immune activation relative to the control group within the juvenile stressor and sex groups. Within the Cytoscape framework and STRING meta-repository of molecular interactions, interactions supported at ≥70% index across the text mining, coexpression, and experimental databases are depicted. The continuous color scheme ranges from blue (underexpression in the first relative to the second group contrasted) to white, denoting even expression, and red (overexpression in the first relative to the second group contrasted).

**Figure 3.**
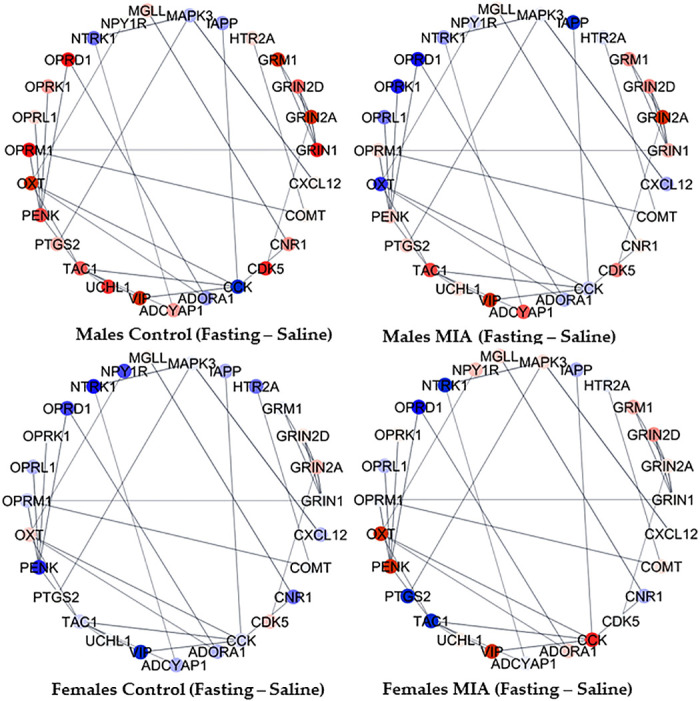
Sensory perception of pain (GO:0019233) network of hypothalamic gene profiles between juvenile fasting distress and saline within gestational immune activation and sex groups. Genes are portrayed by nodes, and STRING repository relationships are portrayed by lines. Extremes of the node color scheme are red, representing overexpression in the first group in relation to the second group, white representing evenly expressed between groups, and blue representing underexpression in the first group in relation to the second group.

**Figure 4.**
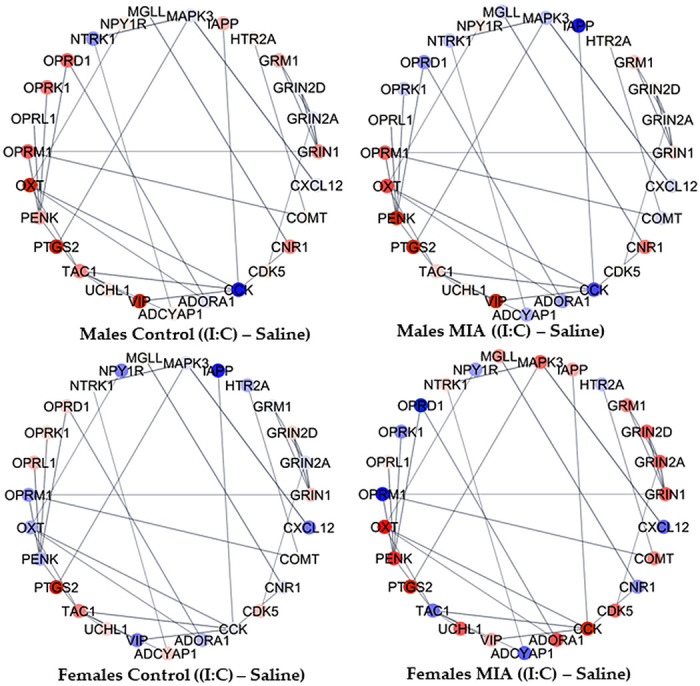
Sensory perception of pain (GO:0019233) network of hypothalamic gene profiles between juvenile polyI:C inflammatory distress and saline within gestational immune activation and sex group. Genes are portrayed by nodes, and STRING repository relationships are portrayed by lines. Extremes of the node color scheme are red, representing overexpression in the first group in relation to the second group, white representing evenly expressed between groups, and blue representing underexpression in the first group in relation to the second group.

**Figure 5.**
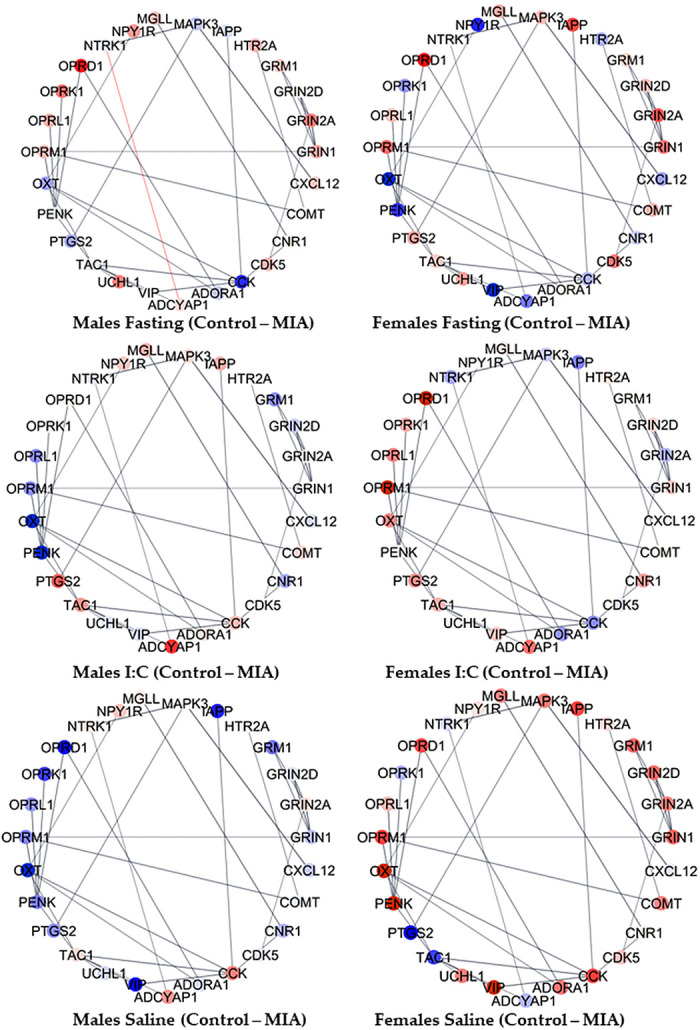
Sensory perception of pain (GO:0019233) network of hypothalamic gene profiles between gestational immune activation (MIA) and control groups with sex and juvenile distress groups. Genes are portrayed by nodes, and STRING repository relationships are portrayed by lines. Extremes of the node color scheme are red representing overexpression in the first group in relation to the second group, white representing evenly expressed between groups, and blue representing underexpression in the first group in relation to the second group.

The networks of genes associated with pain perception, dopaminergic synapses, and glutamate signaling highlighted how exposure to gestational immune activation modulates the impact of juvenile stress in the hypothalamus and varies between sexes. Figure 3 highlights that *Oprd1* was underexpressed in fasting compared with saline-treated pigs across all groups except for males from control mothers, and *Vip* was overexpressed in fasting relative to saline-treated pigs except for females from control mothers. 

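As labelled, the fasting minus saline difference of OPRD1 was −0.11 in Control males, −0.44 in PRRSV males, 0.16 in Control females and −0.14 in PRRSV females, with adjusted p of 0.684 or more (limma-trend). For VIP it was −0.38 in Control males, −0.25 in PRRSV males, −0.18 in Control females and −0.26 in PRRSV females, with no adjusted p under 0.05. Over all libraries the median was 0.362 CPM for OPRD1, a level at which the log2(CPM + 1) scale holds differences small. Adjusted over the list alone, 5 of the 26 genes of the pain list differed with fasting in libraries labelled Control females, 5 did over all genes tested, and in the other groups 0 did by either adjustment. The paper chose this list on the same pigs, so the first number is not independent evidence. In libraries labelled Control females, 4658 of the 20364 genes tested were called for fasting, so these calls do not by themselves set the list apart.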

Genes in the glutamate ionotropic receptor NMDA (GRIN) family were consistently overexpressed in fasting males from control mothers. 

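GRIN2A lies on chromosome 3 from 32749329 to 33149350 in Sscrofa11.1, and GRIN1 on a sequence not placed on a chromosome. In libraries labelled Control males, fasting minus saline was −0.20 (SE 0.366, adjusted p = 0.942) for GRIN1 and −0.56 (SE 0.411, adjusted p = 0.886) for GRIN2A, within the spread between libraries (limma-trend). The 7 genes of the family as a list had fasting coefficients at the reference levels (Control females) with a median of −0.27 with 2 of 7 genes above 0 (camera, adjusted p = 0.372), and coefficients for the interaction of sex and fasting with a median of 0.19 with 4 of 7 genes above 0 (camera, adjusted p = 0.5258).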

Among the genes presenting more stable patterns, *Tac1* is overexpressed in fasting males, whereas *Ntrk1* is underexpressed in fasting relative to saline-treated pigs. Also, *Iapp* was consistently overexpressed in fasting compared with saline pigs, with an extreme differential expression among males from PRRSV-inoculated mothers.

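For IAPP, on chromosome 5 from 52046570 to 52051475 in Sscrofa11.1 and with a median of 12.7 CPM over all libraries, fasting minus saline was 1.14 in Control males, −0.58 in PRRSV males, 0.24 in Control females and −0.44 in PRRSV females on the log2 scale, as labelled. The adjusted p was 0.865 or more in limma-trend, so no group differed by more than its spread.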

Figure 4 showcases the interplay between gestational and juvenile inflammatory stresses within sex. For example, *Penk* was overexpressed, whereas *Oprd1* was underexpressed in pigs exposed both to gestational activation and juvenile polyI:C compared with pigs exposed to either one or no challenge. Likewise, *Vip*, *Cnk1*, and opioid receptor mu 1 (*Oprm1*) were overexpressed, whereas *Cck* was underexpressed in polyI:C-challenged males compared with all other pig groups. 

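PENK had a median of 78.4 CPM over all libraries. Its polyI:C minus saline difference was −0.11 (SE 0.537, adjusted p = 0.943) in libraries labelled PRRSV males and −1.77 (SE 0.630, adjusted p = 0.210) in those labelled PRRSV females (limma-trend). For OPRD1 the same differences were −0.50 (SE 0.240, adjusted p = 0.239) and −0.19 (SE 0.282, adjusted p = 0.792).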

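In libraries labelled male, polyI:C minus saline in the Control and the PRRSV group was −0.49 (SE 0.216, adjusted p = 0.102) and −0.37 (SE 0.227, adjusted p = 0.365) for VIP, −0.50 (SE 0.235, adjusted p = 0.123) and −0.38 (SE 0.247, adjusted p = 0.412) for OPRM1, and −0.84 (SE 0.419, adjusted p = 0.146) and 0.26 (SE 0.440, adjusted p = 0.808) for CCK (limma-trend). OPRM1 was at a median of 0.263 CPM over all libraries and was listed at 0 in 29 of them, and CCK was at a median of 7.16 CPM. The male label is contradicted by the Y-chromosome genes in many of these libraries.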

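In libraries labelled PRRSV females, polyI:C minus saline was −1.08 (SE 0.438, adjusted p = 0.260) for GRIN1 and −0.37 (SE 0.491, adjusted p = 0.764) for GRIN2A (limma-trend). For OXT the difference was −1.74 in Control males, −0.23 in PRRSV males, 0.24 in Control females and −3.97 in PRRSV females, with adjusted p of 0.377 or more. For PTGS2, at a median of 1.22 CPM over all libraries, it was 0.41 in Control males, −0.57 in PRRSV males, −1.20 in Control females and 0.62 in PRRSV females, with adjusted p of 0.396 or more. Adjusted over the list alone, 5 genes of the pain list differed with polyI:C in libraries labelled Control males (4 over all genes tested), 1 in PRRSV females (0) and 0 in the remaining groups. In libraries labelled Control males, 3373 of the 20364 genes tested were called for polyI:C, so the calls there do not by themselves set the list apart. Directions are those of the labels.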

Genes in the GRIN family (e.g., *Grin1*, *Grin2A*) were consistently overexpressed in polyI:C females exposed to gestational immune activation, *Oxt* was overexpressed in the polyI:C relative to saline-treated pigs (except for control females), and *Ptgs2* was overexpressed in the polyI:C-challenged pigs compared with fasting or saline-treated pigs.

The lingering effect of gestational immune activation related to juvenile stress and sex on the gene networks is demonstrated in Fig. 5. 

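The Control minus PRRSV difference of CCK, as labelled, was −0.45 in fasted males, −0.041 in fasted females, −0.19 in polyI:C males and −0.94 in polyI:C females. The adjusted p was 0.181 or more in limma-trend. CCK is on chromosome 13 from 25940674 to 25945879 in Sscrofa11.1.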

Notably, *Cck* was overexpressed in the hypothalamus of pigs from gestational immune activation gilts relative to control pigs in animals exposed to juvenile stress, irrespective of the type of stress. Also, *Oprm1* and *Oprd1* were underexpressed in pigs from PRRSV-challenged relative to control mothers except for saline-treated males. 

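Control minus PRRSV, as labelled, was 0.037 in saline males, 0.21 in fasting males, −0.085 in polyI:C males, −0.25 in saline females, 0.038 in fasting females and 0.059 in polyI:C females for OPRM1, with adjusted p of 0.916 or more (limma-trend). For OPRD1 it was −0.0058 in saline males, 0.32 in fasting males, 0.18 in polyI:C males, −0.21 in saline females, 0.092 in fasting females and −0.036 in polyI:C females, with adjusted p of 0.904 or more.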

Gestational immune activation was associated with the overexpression of *Ptgs2* in polyI:C-challenged pigs compared with the saline-treated counterparts. 

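For PTGS2 on chromosome 9 from 127850164 to 127858866 in Sscrofa11.1, Control minus PRRSV under polyI:C was 1.06 (SE 0.544, adjusted p = 1) in libraries labelled male and −0.70 (SE 0.522, adjusted p = 0.437) in libraries labelled female (limma-trend), where a negative value means a higher level in the PRRSV group.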

The overrepresentation analysis of the transcription factors that correspond to genes differentially expressed (FDR < 0.1) between gestational immune activation, distress, and sex groups is presented in Table 4. A notable finding is that most of the transcription factors are enriched for one of the factors studied, with the exception of SHOX2 (SHOX homeobox 2), SUZ12 polycomb repressive complex 2 subunit (SUZ12), C-terminal binding protein 2 (CTBP2), and RE1 silencing transcription factor (REST).

**Table 4.** Transcription factors associated with 20 or more target genes presenting differential expression in response to gestational activation (G), juvenile distress (D), sex (s), or interactions

Transcription Factor	G	D	S
SHOX2	105	71	
STAT1	82		
PAX7	45		
DDX4	41		
NFKB1	44		
SUZ12	57	48	50
CTBP2	20	18	41
REST	18	43	54
BSX			52
DLX5			55
OTP			47
JAZF1			55
GATA3		75	
RAD21		35	

## DISCUSSION

The hypothalamic transcriptome responses to maternal immune activation in utero, followed by inflammatory and metabolic distress at a juvenile age, and the variations between sexes were investigated. Using a model of maternal infection with porcine reproductive and respiratory virus during the final third of gestation enabled an understanding of the impact of inflammatory signals while the offspring’s hypothalamus is still differentiating. Advancing the understanding of the “two-hit” hypothesis, female and male offspring exposed to the gestational immune activation were subsequently exposed to either inflammatory distress elicited by the viral mimetic polyI:C or metabolic distress elicited by fasting at 60 days of age or ∼100 days after the prenatal viral challenge.

More than 1,300 genes presented significant (FDR < 0.05) gestational immune activation, juvenile distress, and sex effects (Supplemental Table S1), and the intersection of these effects is summarized in the Venn diagram series in Fig. 1. Among the differentially expressed genes, 33% presented more than one effect. Likewise, genes presenting interacting effects varied between 42% and 51% of all genes presenting either of the main effects. These results confirm the need to study the prolonged effects of gestational immune activation and the effects of inflammatory or metabolic distress in the context of gestational immune activation. 

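As labelled, 41.9% of the genes with at least 1 effect had more than 1. The genes with a sex and distress interaction made up 31.4% of the genes with a sex effect, a distress effect or that interaction, and both interactions with gestational immune activation made up 0% because limma-trend called 0 genes for them. The share for sex and distress was lower with the 3-way interaction in the model (9.21%, with 4.27% for gestational immune activation and distress) and with the replicate block (18.8%), and higher under separate tests of each distress (44.5%) and with library weights, chosen after seeing the data (53.9%). From its own shares of genes with several and with interacting effects, the paper reasons that inflammatory and metabolic distress have to be studied in the context of gestational immune activation.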

Our findings also confirm that the sex of the individual plays an important role in the impact of the challenges in the hypothalamus.

Many genes impacted by the effects of gestational immune activation and distress are targets of transcription factor SHOX2. The potential modulation of SHOX2 by the prenatal and postnatal inflammatory conditions studied is consistent with reports of the participation of this molecule in neural maintenance or transmission and in processing somatosensory information (33). Also, the expression of SHOX2 in the rat hippocampus increases one day after administration of the inflammatory agent LPS (34). Most of the overrepresented transcription factors were uniquely associated with differentially expressed genes for one of the three effects studied, such as GATA3, brain-specific homeobox (BSX), and STAT1. 

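GATA3, on chromosome 10 from 63367684 to 63397977 in Sscrofa11.1, had a median of 1.12 CPM and a highest library at 53.8 CPM. As labelled, Control minus PRRSV was 0.23 (SE 0.455, adjusted p = 1.000) and polyI:C minus saline 0.50 (SE 0.436, adjusted p = 0.626) (limma-trend), both within the spread between libraries.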

In the present study, the Gata3 gene was overexpressed in the hypothalamus of 2-mo-old pigs exposed to MIA or postnatal polyI:C. Also, GATA3 and STAT1 were enriched in the hippocampus and hypothalamus of younger pigs exposed to MIA and postnatal stressors (35).

Three major functional categories were identified among the KEGG pathways and GO biological processes encompassing a significant (enrichment FDR < 0.05) number of genes affected by sex, gestational immune activation, and juvenile distress. The functional groups include *1*) sensory perception and neuroendocrine signaling, *2*) inflammatory response, and *3*) cellular cycle-related mechanisms (Tables 1 and 2). The enrichment of these groups of categories is supported by reports that inflammatory mechanisms disrupted by gestational immune activation, such as those elicited in rats, mice, and pigs, are associated with diverse reproductive and behavioral disorders (23, 36).

The enriched categories among the differentially expressed genes encompassed sensory perception, neuroendocrine, and inflammatory signaling including the GO biological processes and KEGG pathways of sensory perception of pain, dopaminergic synaptic transmission, glutamate receptor signaling, neuropeptide signaling, cilium-dependent cell motility, response to corticosterone and immobilization stress, feeding behavior, ovulation cycle, steroidogenesis, endocrine system development and process, response to progesterone hormone, prolactin signaling, and reproductive behavior.

### Sensory Perception of Pain Process, Neuropeptide Genes, and Networks in the Hypothalamus Affected by Sex, Gestational Immune Activation, and Juvenile Distress

Enriched mechanisms that participate in sensory perception of pain, dopaminergic synaptic transmission, glutamate receptor signaling, and associated behaviors encompass genes underexpressed in pigs exposed to gestational immune activation and sex-dependent patterns (Table 1). Immune activation during gestation and behavioral disorders in the offspring later in life has been associated with disrupted mechanical allodynia and tactile sensory perception (37). The gestational immune activation and sex-dependent pattern observations are also consistent with reports that gestational immune activation elicited by polyI:C resulted in altered pain sensitivity around puberty and accelerated time-to-puberty in mice (12). Mice exposed to polyI:C during gestation presented higher pain sensitivity after birth. Moreover, earlier age at first estrus was correlated with a higher mechanical allodynia threshold at age P45, while the correlation was absent in females and became negative in males by age P70 (12). Some behaviors can be monitored as proxy measurements of pain perception, and pigs exposed to MIA had lower rates of social behaviors, such as playing at 60 days of age (23). Also, the increased lethargy after polyI:C treatment was more marked in MIA females than in MIA males and pigs in the Control group.

In the sensory perception of pain pathway, gene *Prdm12* codes for a transcription factor involved in sensory neuron development and proper nociceptive responses in humans and rodents (38). Also, individuals with mutations present insensitivity to pain. Consistent with the profile observed in the present study (Table 3), *Prdm12* was underexpressed in the anterior hypothalamus of 28-day-old male offspring of female mice exposed to Bisphenol A (BPA) during gestation (39).

The network of genes in the sensory perception of pain process depicts the response of opioid receptors *Oprm1* and *Oprd1*, both underexpressed in the hypothalamus of pigs exposed to gestational immune activation, irrespective of juvenile distress or sex (Figs. 3, 4, and 5). The profile depicted in the networks is consistent with reports that neonatal lipopolysaccharide (LPS) challenge in rats was associated with underexpression of *Oprm1* in the prefrontal cortex in both sexes and increased mechanical pain sensitivity (40). Also, *Oprd1* has been proposed as a promising target for managing pain (41).

The overrepresentation of the neuropeptide signaling process detected in the present study is aligned with the reported role of neuropeptide signaling in the interconnection between sensory perception of pain, endocrine, and metabolic processes. Disruption in the expression of transcripts of neuropeptide prohormone and receptor genes was associated with sensitivity to pain in mice’s cephalic region and hind paws (42). Also, neuropeptide levels are regulated by metabolic hormones and influence the secretion of gonadotropin-releasing hormone (GnRH), luteinizing hormone (LH), feeding, and metabolism (43). The enrichment of neuropeptide signaling was characterized by underexpression in pigs exposed to gestational immune activation and overexpression in metabolic-stressed males (Table 1). The previous neuropeptide gene profiles were also detected in the pituitary gland of 3-wk-old pigs, including overexpression in males exposed to weaning stress that can be accompanied by temporary lower feed consumption and underexpression in pigs exposed to gestational immune activation (44). Similarly, changes in neuropeptide gene expression observed in the hypothalamus of rats exposed to metabolic stress have been associated with neural regulatory, behavioral, and physiological adaptations (45).

Among the neuropeptide genes, gestational immune activation also impacted the expression of *Adcyap1*, which produces neuropeptides PACAP27 and PACAP38. In agreement with this result, gestational immune activation impacted the levels of *Adcyap1* transcripts in the hippocampus and amygdala of 3-wk-old pigs (46). *Adcyap1* knockout lines have diminished mechanical hyperalgesia and lower chronic pain response (47). Also, neuropeptide gene *Cck* was overexpressed in the hypothalamus of pigs exposed to gestational immune activation, irrespective of the type of stress. Similarly, *Cck* was upregulated in a meta-analysis of brain gene expression data from mouse models of gestational immune activation using polyI:C (48).

The hypothalamic profile of neuropeptide gene *Vip* in response to gestational immune activation was opposite between the sexes, underexpressed in males (overexpressed in females), and not exposed to a second hit (Fig. 5). Also, *Vip* was overexpressed in the hypothalamus of males exposed to juvenile distresses relative to saline-treated pigs (Figs. 3 and 4). Consistent with the network profile, *Vip* transcript isoforms were underexpressed in the nucleus accumbens of male mice, presenting mechanical sensitivity to pain elicited by nitroglycerin treatment in the cephalic and hind paw regions (42). Similarly, the prefrontal cortex of male mice exposed to LPS-induced gestational immune activation reported lower density and sparse distribution of VIP+ neurons, and this effect was enhanced under postnatal hypoxia stress (49). The response of *Vip* to gestational immune activation is aligned with reports that *Vip* is underexpressed in a postmortem transcriptome study of the dorsolateral prefrontal cortex of adults diagnosed with schizophrenia spectrum disorder, which is associated with gestational immune activation (50).

Neuropeptide gene *Penk* was overexpressed in polyI:C-treated juvenile pigs exposed to gestational immune activation. This pattern is consistent with the overexpression of a *Penk* transcript in the nucleus accumbens of mice presenting hypersensitivity to cephalic and hind paw pain due to nitroglycerin treatment (42). Neuropeptide gene *Oxt* was overexpressed in females and males exposed to maternal immune activation and subsequently challenged with polyI:C relative to the saline (Fig. 4). In agreement with the previous network pattern, *Oxt* was overexpressed in the pituitary gland of 3-wk-old pigs exposed to gestational immune activation and weaning stress (44). Likewise, OXT agonists are effective modulators of virally induced inflammatory signals (14).

Several genes in the sensitivity to pain network were differentially expressed in association with fasting. Neuropeptide gene *Tac1* is overexpressed in fasting relative to saline males irrespective of gestational immune activation, *Ntrk1* is underexpressed in fasting relative to saline across all gestation and sex groups, and neuropeptide gene *Iapp* was consistently overexpressed in the fasting compared with the saline group, with an extreme differential expression among gestationally activated males. Reduction in feed intake can be observed in response to environmental cues that activate stress-related pathways, such as weaning with reported changes in peripheral markers (51). Consistent with our findings, *Tac1* and *Iapp* regulate food intake (52, 53). The gene patterns observed in the present study may be aligned with reports that anorexia is associated with reduced pain sensitivity and fasting was associated with higher brain levels of serotonin, endogenous opioids, and endocannabinoids, and induced neuroendocrine activation and modest cellular stress response with increased release of neurotrophic factors (54).

### Synaptic Transmission Processes in the Hypothalamus That Are Affected by Sex, Gestational Immune Activation, and Juvenile Distress

The underexpression of genes in the hypothalamus exposed to gestational immune activation within the enriched sensory perception of pain was positively correlated with the underexpression of genes in the enriched dopaminergic synaptic transmission and glutamate receptor signaling (Table 1). Similarly, the expression of glutamate receptor genes was lower in the brains of patients with schizophrenia spectrum disorder, another neurodevelopmental disorder associated with gestational immune activation (55). Aligned with our findings, disruption in the expression of genes that participate in mechanical allodynia follows that of genes annotated to the endogenous opioid system and stress responses (56). Transcriptome studies of the nucleus accumbens of mice presenting mechanical hyperalgesia elicited by opioids also identified the underexpression of genes within enriched neuronal synaptic processes (57).

The interaction between gestational immune activation and sex among the genes in the dopaminergic synaptic transmission and glutamate receptor signaling processes is characterized by more extreme underexpression in males exposed to gestational immune activation. Consistent with the observed patterns, adult male mice exposed to polyI:C-induced gestational immune activation had significantly decreased levels of dopamine receptors in the prefrontal cortex (58). The previous profile associated with gestational immune activation has been proposed as a compensatory mechanism for enhanced dopamine levels (59), and the changes in dopamine pathways have been connected with the increased risk of drug addiction by patients with autism spectrum disorder (60).

Among the genes in the enriched glutamate receptor signaling process is *Th*, which codes for the rate-limiting enzyme of dopamine synthesis. *Th* was underexpressed in the hypothalamus of pigs exposed to gestational immune activation and in juvenile males exposed to metabolic or inflammatory distress (Table 3). Also consistent with the sex-dependent effects of MIA in the glutamate pathway, *Th* and glutamate receptor *Grm4* expression was lower in males exposed to gestational immune activation in the amygdala of 3-wk-old pigs (22). Likewise, rats infused with proinflammatory LPS in the ventricle had lower expression levels of *Th* in the midbrain and brainstem regions (61).

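TH, on chromosome 2 from 1499628 to 1506180 in Sscrofa11.1, ranged from 0 to 685 CPM with a median of 23.9 CPM. The Control minus PRRSV difference as labelled was 0.16 (SE 0.631, adjusted p = 1.000), and the interaction coefficients of sex with fasting and with polyI:C were 0.98 (SE 0.750, adjusted p = 0.413) and 1.38 (SE 0.718, adjusted p = 0.186) (limma-trend). The labelled sex has the limit described with EIF1AY.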

The prevalence of differentially expressed genes annotated to cilium-dependent cell motility processes (e.g., genes in the cilia- and flagella-associated protein family -Cfap- and tektin -Tekt- families) detected in the present study exemplifies the interplay of neuroendocrine and sensory processes in the hypothalamus. Hypothalamic gonadotropin-releasing hormone (GnRH) neurons participate in the neuroendocrine control of reproduction in mammals (62). The GnRH neurons undergo migration, most of which are diffusely localized in the preoptic area of the hypothalamus at birth when axonal projection processes begin. Also, cilia can act as chemo-, mechano-, and thermo-sensors (63). Consistent with the observed patterns, a brain transcriptome study of mice exposed to polyI:C during gestation detected enrichment of synaptic structure and cilia function (48). 

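The cilia genes were also examined for the other factors as labelled, with main effects at the reference levels. For Control minus PRRSV, their coefficients had a median of −0.15 with 8 of 29 genes above 0 (camera, adjusted p = 0.372). For fasting minus saline they had a median of −0.78 with 3 of 29 genes above 0 (camera, adjusted p = 0.00240), for its interaction with gestational immune activation a median of −0.40 with 1 of 29 genes above 0 (camera, adjusted p = 0.0148) and for the interaction of sex and polyI:C a median of 0.55 with 25 of 29 genes above 0 (camera, adjusted p = 4.47e-04). With fry these calls were at an adjusted p of 0.346, 0.645 and 0.645. For male minus female the coefficients had a median of 0.087 with 18 of 29 genes above 0 (camera, adjusted p = 0.372), with the list test pointing down, and a median of −0.060 with median-ratio scaling. For the interaction of gestational immune activation and sex they had a median of 0.37 with 27 of 29 genes above 0 (camera, adjusted p = 0.231), for that of gestational immune activation and polyI:C a median of −0.32 with 7 of 29 genes above 0 (camera, adjusted p = 0.136) and for that of sex and fasting a median of 0.27 with 21 of 29 genes above 0 (camera, adjusted p = 0.0906). The ependyma marker list of 31 genes, FOXJ1 and the cilia genes before the filter on low values, varied between libraries by 3.33 on the mean log2 scale, whatever the label.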

A notable finding from the present study is that the cilium-related genes had opposite profiles between gestational and juvenile immune activation across the sexes. The previous interaction indicates that the timing of inflammatory signals influences the transcriptome underlying cilium-dependent processes.

### Neuroendocrine Processes in the Hypothalamus Affected by Sex, Gestational Immune Activation, and Juvenile Distress

The detection of the enrichment of endocrine processes among the genes impacted by MIA and juvenile distress conditions is consistent with reports that gestational immune activation in female rodent offspring is associated with changes in sex steroids, early preputial separation, vaginal opening, and age at first estrus (12, 64, 65). In male rodents, LPS-elicited gestational immune activation is associated with sexual disorders, including changes in testis weight and structure and testosterone level, potentiated by the estrogen hormone estradiol (66). The premise is that gestational immune activation can alter sexual maturation by impacting the expression of genes in the hypothalamus that modulate hormonal signals (12).

The enrichment of the steroidogenesis pathway that plays a role in reproductive processes was characterized by genes overexpressed in the hypothalamus of pigs exposed to juvenile distress conditions, particularly overexpressed in fasting females and polyI:C-exposed females (Table 1). Steroidogenesis encompasses processes that produce steroid hormones, including sex steroids and corticosteroids (i.e., mineralocorticoids, glucocorticoids) and, in the present study, differential expression of genes *Fshb* and *Ptgs2*. 

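FSHB had a median of 0.0543 CPM, was listed at 0 in 38 libraries and exceeded 5 CPM in 3. As labelled, the interaction of sex with fasting was −0.54 (SE 0.333, adjusted p = 0.294) and with polyI:C −0.44 (SE 0.319, adjusted p = 0.360) (limma-trend), in a labelling of sex that Y-chromosome genes contradict.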

The pattern of *Fshb* was overexpression in males exposed to juvenile distresses of inflammation or fasting (Supplemental Table S1), and high levels of FSHB are associated with low fertility in males. Responding to inflammatory insults, *Ptgs2* (an important enzyme in prostaglandin biosynthesis) was overexpressed in juvenile pigs treated with polyI:C (Table 3). Aligned with the network profile, a study of brain transcriptome in mice after peripheral bacterial challenge reported overexpression in the microglia of *Ptgs2* compared with saline-treated mice (67).

Consistent with these pathway relationships, the present study detected enrichment of response to corticosterone and mineralocorticoids characterized by the differential expression of genes in the hypothalamus responding to gestational immune activation, juvenile distress, and their interaction (Table 2). The nature of the interaction between the first and second hit observed in the present study is aligned with reports that neonatal LPS challenge is associated with decreased corticosterone response to adult stress in rats (68). Also supporting the previously observed patterns, polyI:C-elicited gestational immune activation in mice was associated with a significant increase in mineralocorticoid and, to a lesser extent, glucocorticoid receptors in the hippocampus of adult offspring (69). Mineralocorticoid and glucocorticoid receptors participate in compensatory processes triggered by chronic stress exposure known to modulate neuroendocrine responses to stress and the propensity to develop behavioral disorders. Also consistent with the present findings of the effect of juvenile distress on corticoid-related mechanisms, the stress of weaning and isolation was associated with a decrease in the expression levels of hydroxysteroid dehydrogenase and its processing products glucocorticoid and mineralocorticoid receptors in the frontal cortex of 2- to 3-wk-old pigs (70).

The observed enrichment of the prolactin pathway offers insights into the relationship between reproduction, neuronal, and inflammatory signals and their changes in response to gestational immune activation and juvenile distress. PRL participates in regulating sex drive and milk production and has inflammatory properties. PRL is modulated by the inhibitory effect of dopamine receptor 2 from the hypothalamus, whereas the secretion of PRL is enhanced by the sex hormone estrogen and neuropeptide VIP (71). The present study confirmed these molecular relationships through the previously discussed enrichment of the dopaminergic synaptic transmission pathway and the differential expression of *Vip*.

Many prolactin pathway genes, including *Prl*, *Lhb*, and *Cga,* were overexpressed in the hypothalamus of pigs from control mothers (not exposed to maternal immune activation), fasting, or males (Table 3). 

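CGA and LHB had medians of 0.388 and 5.83 CPM. As labelled, Control minus PRRSV was 1.09 (SE 0.672, adjusted p = 1.000) for PRL, −0.19 (SE 0.462, adjusted p = 1.000) for LHB and 0.46 (SE 0.626, adjusted p = 1.000) for CGA (limma-trend). Fasting minus saline was 0.66 (SE 0.672, adjusted p = 0.525) for PRL and 0.13 (SE 0.627, adjusted p = 0.915) for CGA. For LHB it was −1.34 (SE 0.462), in the other direction and past the threshold, as given above. Male minus female was 1.35 (SE 0.577, adjusted p = 0.0729) for CGA. These are fitted differences at the reference levels. The averaged fasting value of LHB, also given above, was negative too but not past the threshold. Averaged over the other factors, Control minus PRRSV was 0.10 for PRL, −0.018 for LHB and −0.050 for CGA, fasting minus saline 0.73 for PRL and 0.27 for CGA, and male minus female 0.15 for CGA, with adjusted p of 0.232 or more. Whatever the label, PRL was above 5 CPM in 19 libraries and CGA in 17. Both, like LHB, rose with a list of other anterior pituitary genes, a measured limit for these genes.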

The pattern of these genes in the hypothalamus of 60-day-old pigs coincides with that observed in the amygdala of 3-wk-old pigs exposed to gestational immune activation (22). The relationship between the profiles may be associated with *Cga* producing the α subunit of the luteinizing hormone, whereas *Lhb* produces the β subunit.

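With polyI:C, PRL and CGA as labelled had polyI:C minus saline coefficients at the reference levels of −0.88 (SE 0.644, adjusted p = 0.547) and −0.86 (SE 0.601, adjusted p = 0.518) (limma-trend). Averaged over the other factors they were −0.60 (adjusted p = 0.286) and −1.11 (adjusted p = 0.0284). The 10 genes of the prolactin list had a median of −0.85 with 0 of 10 genes above 0 (camera, adjusted p = 0.00530), a call that fry did not keep (adjusted p = 0.200).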

Several prolactin pathway genes, including *Prl*, *Cga*, *Socs1,* and *Socs3,* were overexpressed in juvenile pigs exposed to polyI:C. In agreement with these patterns, *Prl* was overexpressed in the hippocampus of female mice injected with *Chlamydia muridarum* (72) and after proinflammatory insults such as brain injury (73). PRL has neuroprotective or neurotrophic effects, leading to the development and maturation of dopaminergic neurons and increased proliferation of immune cells (73). Also, a study of the hypothalamic prolactin mechanism in ovariectomized rats suggested that the upregulation of suppressor of cytokine signaling SOCS proteins may aid in terminating acute signaling events, facilitate cells remaining sensitive to further prolactin signaling, and alter the reproductive effects of cytokines with the result influenced by the balance of the signals (74).

### Inflammatory Signaling and Cell Cycle Processes in the Hypothalamus That Are Affected by Sex, Gestational Immune Activation, and Juvenile Distress

The enrichment of immune response system processes among the differentially expressed genes was anticipated because of the proinflammatory signals involved in the viral gestational and viral-mimetic juvenile challenges and anti-inflammatory signals that fasting can elicit (75). The activation of the innate immune system results in higher proinflammatory cytokine levels that can be detrimental to neuronal survival and synaptic plasticity. The enriched immune-related GO biological processes and KEGG pathways include response to type I interferon, interleukin-12 production, interleukin-17 signaling, RIG-I-like receptor signaling, tumor necrosis factor, and nuclear factor kappa B signaling (Tables 1 and 2). The shared gene profiles in the type I interferon and interleukin-12, interleukin-17, RIG-I-like, tumor necrosis factor, and nuclear factor kappa B signaling processes included overexpression in juvenile pigs exposed to polyI:C, and among this group, a synergistic interaction with exposure to gestational immune activation (Table 1). This pattern is consistent with the overexpression of genes annotated to the type-1 interferon system in the hippocampi of 6- to 10-wk-old mice in response to viral infection (76), in the interleukin-17 process observed in the ventral hippocampus of adolescent mice exposed to polyI:C during gestation (77), and in the hippocampus of pigs exposed to gestational and juvenile inflammatory signals (7).

Similarly, viral intravenous infection of adult mice resulted in the induction of RIG-I and RIG-I receptor genes in the brain (78). The previous pattern was linked to RIG-I being responsible for sensing viral infections, and in the present study, polyI:C is a synthetic analog of double-stranded RNA, a molecular pattern of viral infections. Moreover, the interleukin-17 pathway was enriched among the differentially expressed genes across two studies of the cerebellum of children with autism spectrum disorder that has been associated with prenatal immune activation (79).

The enrichment of the inflammation pathway of the tumor necrosis factor exemplifies the association between the enrichment of neural signaling and inflammatory functional groups. The tumor necrosis factor modulates the trafficking of neuronal glutamate and γ-aminobutyric acid neurotransmitter receptors, therefore participating in synaptic plasticity, another previously discussed enriched process. The profile is in agreement with reports of the nuclear factor kappa B transcriptional complex capability to regulate the transcript levels for cytokines, which are elevated in the prefrontal cortex of patients diagnosed with schizophrenia spectrum disorder and mouse and primate models of gestational immune activation (80). Gestational immune activation elicited by polyI:C model of MIA can result in elevated tumor necrosis factor in adult offspring (81).

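As labelled and at the reference levels (Control females), polyI:C minus saline was −0.25 (SE 0.652, adjusted p = 0.902) for CCL2, 0.24 (SE 0.640, adjusted p = 0.905) for CCL4, −0.41 (SE 0.448, adjusted p = 0.716) for IRF7 and 0.93 (SE 0.465, adjusted p = 0.350) for IFI6 (limma-trend). Among the genes CCL2, CXCL8, IFI6, BST2, ISG15, ISG20, OASL, RSAD2, CCL4, CXCL10, IL18, NFKBIA, IRF7 and IRF1 the coefficients ran from −0.64 (RSAD2) to 0.93 (IFI6). Averaged over the other factors, polyI:C minus saline was −0.11 for CCL2, 0.35 for CCL4, −0.44 for IRF7 and 0.16 for IFI6, with adjusted p of 0.258 or more. Control minus PRRSV within polyI:C females was 2.68 (SE 0.490, adjusted p = 1.83e-04) for IFI6 and 1.95 (SE 0.473, adjusted p = 0.0149) for IRF7 (limma-trend), higher in the libraries labelled Control. PRRSV was given to the gilt and litter was not in the model, so these p-values take pigs of the same gilt as independent.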

Within the enriched immune-associated pathways, differentially expressed genes included *Ccl2*, *Cxcl8*, *Il2b*, *Ifi6*, *Bst2*, *Isg15*, *Isg20*, *Oasl*, *Rsad2*, *Ccl4*, *Cxcl10*, *Il18*, interferon regulatory factor 7 (*Irf7*), *Irf1*, and *Nfkbia.* These genes were overexpressed in the group exposed to inflammatory distress and in the group exposed to gestational immune activation followed by distress (Table 3). These profiles were expected because many genes encode proinflammatory molecules that participate in the immune response and modulate the central nervous system functionality, including synaptic plasticity (82). Among the previous genes, *Ccl2*, *Cxcl8*, *Isg20*, *Oasl*, *Rsad2*, *Ccl4*, and *Cxcl10* were overexpressed in the hippocampus of pigs exposed to gestational immune activation and postnatal distress at 2 mo of age (7). Also consistent with our findings, the prefrontal cortex of rats exposed to gestational immune activation elicited by polyI:C presented overexpression of cytokines and *Isg15* (83), a gene also overexpressed in the present study of pig hypothalamus (Table 2).

In agreement with the observed gene profiles, the expression of genes *Ccl2* and *Nfkbia* was higher in the brain of a rodent model that overexpresses human tumor necrosis factor α that cannot enter the brain but results in chronic peripheral inflammation (84). Also, a transcriptome study of neuron cultures after viral infection detected upregulation of *Ccl4*, *Cxcl10*, *Oas1*, *Irf1*, and *Irf7*, an important modulator of the type I interferon process (85).

Several functional categories associated with cell energy requirements and cell cycle were enriched among genes impacted by metabolic or inflammatory distress at 60 days of age (Table 2). Enriched GO biological processes and KEGG pathways included oxidative phosphorylation, ribosome, positive regulation of lipid metabolic process and transport, and cell apoptosis (Table 2). Apoptotic processes and lipid biosynthesis were also detected in a meta-analysis of brain transcriptome studies from adult old mice exposed to intermittent fasting relative to ad libitum feeding (86). Likewise, cerebellum transcriptome studies of rat (87) and mouse (88) models of ischemia reported that intermittent fasting inhibited apoptosis and enhanced neuroprotection, evidenced by the enrichment of apoptosis, glutamatergic, dopaminergic, oxidative phosphorylation, and ribosome pathways.

In addition to apoptosis, the detected enrichment of the oxidative phosphorylation and ribosome pathways among the genes impacted by prenatal and juvenile distress (Table 1) can be linked to the enriched process response to corticosterone. 

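The oxidative phosphorylation list held 73 nuclear genes (NDUF, SDH, UQCR, COX and ATP5 symbols). As labelled and at the reference levels, its fasting coefficients had a median of −0.24 with 15 of 73 genes above 0 (camera, adjusted p = 1.83e-05) and its polyI:C coefficients a median of 0.025 with 40 of 73 genes above 0 (camera, adjusted p = 0.00610). For Control minus PRRSV the list had a median of 0.12 with 64 of 73 genes above 0 (camera, adjusted p = 1.23e-10). None of these calls remained with fry, where the adjusted p was 0.256, 0.872 and 0.669.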

In the present study, genes in the oxidative phosphorylation pathway were overexpressed in pigs exposed to distress and gestational immune activation. Corticosterone is a mediator of stress response and neuronal treatment, with this hormone increasing mitochondrial oxidation potential and offering neuroprotection against stress (89). The enrichment of the oxidative phosphorylation and ribosome categories was also observed in the amygdala, hippocampus, and pituitary gland of 3-wk-old pigs exposed to gestational immune activation and weaning stress (4, 21, 44). 

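Across the 112 libraries, and without use of the labels, the mean log2(CPM + 1) of 78 ribosomal protein genes was compared with that of 73 oxidative phosphorylation genes. Pearson's r was 0.758 and Spearman's rho 0.782, with a permutation p of 1e-05 for each, the smallest that 100000 permutations can give, and a Benjamini-Hochberg adjusted value of 1.63e-05 over 13 relations computed. Without the 2 libraries farthest from the median of the ribosomal protein genes, r was 0.738. The labels do not give the sequencing batch of each library, so the relation could not be recomputed within batches.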

The correlated expression profile of the genes in the oxidative phosphorylation and ribosome pathways observed in the present study is supported by findings that neurodevelopmental pathologies associated with gestational immune activation, such as autism spectrum disorder, present aberrant ribosomal protein gene expression in the brain, at the same time as abnormal energy-related oxidative phosphorylation, respiratory, and electron transport chain functionality (90).

### Conclusions

The present study demonstrated that immune activation during gestation and juvenile inflammatory or metabolic distress ∼100 days after the first hit impacted sensory, neuroendocrine, and immune response signaling processes in the hypothalamus, and some of these effects were sex-dependent. Notably, differentially expressed genes were predominant in categories including sensory perception of pain, dopaminergic synaptic transmission, glutamate receptor signaling, neuropeptide signaling, cilium-dependent cell motility, response to corticosterone and immobilization stress, steroidogenesis, endocrine system development, prolactin signaling, and feeding and reproductive behavior.

The current study uncovered hypothalamic gene profiles and pathways uniquely impacted by gestational and juvenile inflammatory and metabolic stressors, including sensory pain perception, steroidogenesis, and cilia-related pathways. The dysregulated genes included *Oprm1*, *Oprd1*, *Ptgs2*, *Fshb*, and genes in the Cfap and Tekt families. In addition, the dysregulation of other genes annotated to broad immune response and neuronal signaling processes, including dopamine, IL-17, and TNF signaling, and *Th*, *Ccl2*, *Isg20*, and *Oasl* paralleled changes observed in the hippocampus and also in the hypothalamus of 3-wk-old animals experiencing weaning stress.

The findings confirm the protracted effects of exposure to inflammatory signals in utero and the interplay with later-in-life challenges on the transcriptome of the hypothalamus. These results also aid in explaining the disruption caused by the factors on the pituitary and adrenal gland components of the HPA axis. The comparison of response to gestational and juvenile hits against baseline conditions further the characterization of the role of the hypothalamus on the sensory, feeding, and reproductive behaviors and immune and physiological responses. This information supports subsequent preclinical studies of the sex-dependent impact of inflammatory and metabolic challenges across an individual's age.

## DATA AVAILABILITY

The source data can be found in the National Center for Biotechnology Information GEO repository under Accession No. GSE245146.

## SUPPLEMENTAL DATA

10.13012/B2IDB-8635710_V1 Supplemental Fig. S1 and Supplemental Tables S1–S3: https://doi.org/10.13012/B2IDB-8635710_V1.

## GRANTS

This work was funded by United States Department of Agriculture (USDA) NIFA AFRI Grant 2018-67015-27413 (to S.L.R-Z., R.A.N., L.R., S.B., and R.W.J.), USDA NIFA Grant 2022-38420-38610 (to S.L.R-Z. and A.N.G.), and National Institutes of Health Grant P30DA018310 (to B.R.S. and S.L.R-Z.).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

S.L.R-Z., R.A.N., A.M.A., and R.W.J. conceived and designed research; A.M.A. and L.R. performed experiments; S.B., A.N.G., and B.R.S. analyzed data; S.L.R-Z. interpreted results of experiments; S.L.R-Z. and S.B. prepared figures; S.L.R-Z. drafted manuscript; S.L.R-Z., R.A.N., A.M.A., L.R., S.B., A.N.G., B.R.S., and R.W.J. edited and revised manuscript; S.L.R-Z., R.A.N., A.M.A., L.R., S.B., A.N.G., B.R.S., and R.W.J. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

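Hypothalamus RNA-seq libraries of 112 pigs in 12 groups (gestational immune activation or control, sex, and fasting, polyI:C or saline) were analysed. The authors quantified the reads with kallisto on Sscrofa11.1 according to the paper, and deposited a table whose values sum to 1000000 in every library, taken here as CPM. The paper describes a trimmed-mean normalization and a filter on low levels, and states that raw and normalized profiles were deposited. Since the values sum to the same total in every library, no trimmed-mean factor between libraries is taken to be in them, and the table holds genes under the level of that filter. Samples were taken from the labels and matched to the table by column name, and 0 columns belonged to other samples. Of the 26671 distinct row names, 26619 matched a symbol of the RefSeq annotation of Sscrofa11.1. A total of 26 rows held a date in place of a symbol and stayed in the tests without being named.

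The depth behind a value was read from the step between low CPM values, which gave 25.6 to 157 M assigned reads per library (M for 1000000) with a median of 44.4 M. Because only 89.9% of low values (median over libraries) fell on whole multiples, no count test was run, although the design written before the data were examined assumed counts. Reads are not independent molecules, so depth covers counting error only.

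From the CPM values, log2(CPM + 1) was computed and 20364 genes with at least 0.25 CPM in at least 6 libraries were kept. limma 3.58.1 in R 4.3.3 was run with a trended prior variance. The model held gestational immune activation, sex, distress and all pairwise interactions over all libraries, and tests of distress and its interactions joined the fasting and polyI:C coefficients. A second model with a mean for each group gave 14 contrasts. Litter was not in either model, so pigs of the same gilt were taken as independent. p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Gene lists were tested with camera (preset correlation of 0.01) on 7 lists and 9 coefficients. Correlations used permutation tests, and other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

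The model was tested on simulated data built from the means and spread of the 20364 genes, with 200 genes changed. The simulated values were normal and independent between genes, without differences in quality between libraries, and the lowest genes were not among those changed. The test thus does not cover low genes or genes that vary together. For the sex comparison 183 of 200 changed genes were recovered with 11 false calls, and for fasting minus saline in Control males 160 with 7 false calls. For gestational immune activation 173 were recovered with 24 false calls, and for distress 190 with 15. In the same order, false calls made up 5.67%, 4.19%, 12.2% and 7.32% of the calls, at a threshold of 0.05.

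Named genes are those the paper names in its Results, Table 3 or as its own result in the Discussion, and for each of the 6 tests the 3 genes with the largest change past the threshold with a mean of at least 1 CPM. The paper's Table 3 had been seen when this rule was written. Alternatives set before the data were examined were median-ratio scaling, other filters, a prior count of 2 reads, robust empirical Bayes, a replicate block, a 3-way interaction, averaged effects, separate tests of each distress and a pituitary covariate. A pseudocount of 5 CPM, library weights, the share of genes at 0 as a covariate and a log-link fit were chosen after seeing the data. Tests on counts that had been planned were not run.

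Tissue marker lists were averaged per library as mean log2(CPM + 1), and their range between libraries was computed for anterior pituitary (7 genes, range 1.60), red blood cells (6 genes, range 3.39), choroid plexus (6 genes, range 2.61), telencephalon (6 genes, range 1.61), thalamus (5 genes, range 3.53), paraventricular and supraoptic nuclei (4 genes, range 8.21), suprachiasmatic nucleus (4 genes, range 3.07), arcuate nucleus (6 genes, range 4.94) and ependyma (31 genes, range 3.33). A gene of the anterior pituitary list set before the data were examined is not reported here and was left out of that list and of the pituitary covariate after a first run, for a reason unrelated to its values.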

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

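The tests of the Y-chromosome pattern and of the share of genes at 0 against depth and against the reads of low genes were chosen only after the result was seen. The others were not.

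Y-chromosome expression appeared in 31 libraries labelled female, a signal in genes the paper does not discuss. EIF1AY was high or near 0 in every library, with 0 libraries between 0.5 and 5 CPM, which argues against reads shared between X and Y copies or RNA from other libraries. Along the columns of the table, libraries with and without Y expression stood in 4 unbroken runs of 31, 31, 21 and 29 libraries, while over 100000 random orders the fewest runs were 32. This argues against single wrong labels or swaps. The run lengths equal the numbers of libraries labelled Control female (31), Control male (31), PRRSV female (21) and PRRSV male (29). With the column names put in sorted order along the columns, the labelled sex fit in 112 of 112 libraries, against 50 as deposited and at most 78 over the random orders. A candidate explanation is that the names of the columns stand in another order than the values, which would put the labels of distress and gestational treatment in doubt as well. This is a hypothesis found and tested on the same data, and no library was assigned to a group from it.

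The depth of some libraries and the share of genes at 0 of others lay far from the rest of their labelled group. This was examined in the 9 labelled groups of 4 to 10 libraries, and not in the 3 larger groups. By depth (M for 1000000) these were the libraries labelled Control female fasting 5 (65.3 M reads), Control male fasting 6 (157 M reads), Control male polyI:C 5 (88.9 M reads) and PRRSV female polyI:C 7 (73.6 M reads). By the share of genes at 0 they were those labelled PRRSV male fasting 8 (43.4%) and PRRSV male polyI:C 3 (56.0%). Of 18 groups and measures examined, 6 had such a library, where chance gives about 1 in 20. Among the larger groups, the library labelled Control female polyI:C 10 stood at 84.9 M reads and the next of its group at 54.7 M, which was seen without a test. The share of genes at 0 fell with depth, with a Spearman rho of −0.478 (permutation p 1e-05, the smallest the permutations can give) and a Pearson r of −0.361 (permutation p 0.0006, r −0.359 without the 2 libraries of most extreme depth). Whether depth is the cause cannot be told apart, since the rho fell between what was predicted for a cause and for none. Whether few distinct molecules lie behind many reads cannot be told apart either: the reads behind detected low genes did not move clearly with the share at 0 (rho −0.158, p 0.0972). No biological explanation was tested.

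For the 19 genes whose changes are given within groups, the same look at the 9 labelled groups of 4 to 10 libraries found a library far from the others in 20 of 171 combinations of gene and group, where chance gives about 1 in 20. On the log2(CPM + 1) scale these were CCL2 at 6.38 in PRRSV female polyI:C 4, CCL2 at 7.32 in PRRSV female saline 5, CCL4 at 4.62 in PRRSV female polyI:C 4, CCL4 at 3.61 in PRRSV female saline 5, CXCL10 at 7.54 in PRRSV female polyI:C 4, CXCL10 at 9.82 in PRRSV female saline 5, GRIN2A at 6.58 in Control female saline 5, GRIN2A at 5.72 in Control male polyI:C 4, IRF1 at 0 in Control female fasting 4, IRF1 at 7.06 in PRRSV female polyI:C 4, IRF1 at 7.70 in PRRSV female saline 5, IRF7 at 0 in Control female fasting 4, OPRM1 at 2.38 in PRRSV female saline 1, PTGS2 at 4.27 in PRRSV female polyI:C 4, PTGS2 at 3.40 in PRRSV female saline 5, SOCS1 at 5.74 in PRRSV female saline 5, SOCS3 at 5.18 in PRRSV female saline 5, VIP at 1.64 in Control female fasting 7, VIP at 1.70 in Control male fasting 6 and VIP at 1.38 in Control male polyI:C 1. Over all 67 named genes such a library was present in 115 of 601 combinations in the same groups, which are not listed. No explanation was tested for these libraries.

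The effect of distress differed between the labelled sexes in 2318 genes (limma-trend, interaction test). Among the named genes these were IL18 (adjusted p = 0.00540), GDPD1 (0.0247) and MAPK3 (0.0324), and by the largest change LOC110257381 (0.00470), SNURF (0.0116) and LOC100625207 (0.0364). The last lies on the Y chromosome and followed EIF1AY, so its interaction may reflect how the Y-positive libraries are spread over the labelled groups. Of 100 splits of single libraries into groups of the same sizes, 1 (the labelled one) gave as many genes. A random split is thus unlikely to give the number, while what the labelled groups have in common, litter included, stays open. A biological interaction of sex and distress was not tested, because the sex labels are in doubt.

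Gene lists differed between labelled groups by camera's interaction tests. For gestational immune activation with fasting, the adjusted p was 0.00730 for the prolactin list and 0.0148 for the cilia genes. With polyI:C it was 0.00340 for the immune list, 1.83e-05 for ribosomal proteins and 1.66e-05 for oxidative phosphorylation. For sex with fasting it was 1.29e-08 and 6.61e-05 for these lists, and for sex with polyI:C 4.47e-04 for the cilia genes. For gestational immune activation with sex it was 5.12e-05 for the immune list, 1.13e-34 for ribosomal proteins and 2.51e-35 for oxidative phosphorylation. None of these was past the threshold with fry or an estimated correlation, and genes of these lists vary together across libraries, which the preset correlation does not allow for.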

How the results depend on the processing

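Tests with a pseudocount of 5 CPM, library weights, the share of genes at 0 as a covariate and a log-link scale were chosen only after the data were seen. The rest were planned.

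Over the single genes and list tests reported, 2160 gene values kept their direction. All of these but 99 from the log-link fit were also found on the same side of the threshold. The log-link values were compared by sign alone. Under an alternative, 22 values passed the threshold and 16 no longer did. A further 120 changed sign without being past the threshold in the first test. Apart from the 15 of these from the log-link fit, they were not past it in the alternative either. No value past the threshold in the first test changed sign. Of the list tests past the threshold, 43 values over the alternatives were still past it and 53 were not.

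With median-ratio scaling, 20 of 22 counts and shares stayed within 1.5 times the value first given. The others were 1 for fasting minus saline in Control males (against 3) and 644 for polyI:C minus saline in PRRSV males (against 401).

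With no filter, 16 of 22 counts and shares stayed within 1.5 times the value first given. The others were 1 for fasting minus saline in Control males (against 3), 225 for polyI:C minus saline in PRRSV males (against 401), 1 for fasting minus saline in PRRSV females (against 0), 4 for polyI:C minus saline in PRRSV females (against 1), 6 for Control minus PRRSV in saline females (against 2) and 10 for Control minus PRRSV in fasting females (against 0).

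With only genes above 5 CPM in every group, 15 of 22 counts and shares stayed within 1.5 times the value first given. The others were 0 for fasting minus saline in Control males (against 3), 821 for polyI:C minus saline in PRRSV males (against 401), 0 for Control minus PRRSV in saline males (against 1), 7 for polyI:C minus saline in Control females (against 95), 0 for polyI:C minus saline in PRRSV females (against 1), 0 for Control minus PRRSV in saline females (against 2) and 1 for Control minus PRRSV in fasting females (against 0).

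With only genes above 5 CPM in at least 1 group, 17 of 23 counts and shares stayed within 1.5 times the value first given. The others were 779 for polyI:C minus saline in PRRSV males (against 401), 0 for Control minus PRRSV in saline males (against 1), 41 for polyI:C minus saline in Control females (against 95), 0 for polyI:C minus saline in PRRSV females (against 1), 0 for Control minus PRRSV in saline females (against 2) and 1 for Control minus PRRSV in fasting females (against 0).

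With a prior count of 2 reads, 16 of 22 counts and shares stayed within 1.5 times the value first given. The others were 0 for fasting minus saline in Control males (against 3), 0 for Control minus PRRSV in saline males (against 1), 50 for polyI:C minus saline in Control females (against 95), 0 for polyI:C minus saline in PRRSV females (against 1), 0 for Control minus PRRSV in saline females (against 2) and 390 for Control minus PRRSV in polyI:C females (against 626).

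With the replicate block, 19 of 22 counts and shares stayed within 1.5 times the value first given. The others were 1226 for genes with a sex x distress interaction (against 2318), 82 for polyI:C minus saline in PRRSV males (against 401) and 0 for Control minus PRRSV in saline males (against 1).

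With the 3-way interaction, 5 of 8 counts and shares stayed within 1.5 times the value first given. The others were 2 for genes with a gestational immune activation effect (against 0), 230 for genes with a gestational immune activation x distress interaction (against 0) and 618 for genes with a sex x distress interaction (against 2318).

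With averaged effects, 2 of 5 counts and shares stayed within 1.5 times the value first given. The others were 6689 for genes with a juvenile distress effect (against 4389), 0 for genes with a sex effect (against 5165) and 26.2% for share of genes with more than 1 effect (against 41.9).

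With separate tests of each distress, 4 of 5 counts and shares stayed within 1.5 times the value first given. The exception was 1 for genes with a gestational immune activation x distress interaction (against 0).

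With the pituitary covariate, 20 of 23 counts and shares stayed within 1.5 times the value first given. The others were 3210 for genes with a sex effect (against 5165), 293 for polyI:C minus saline in Control males (against 3373) and 44 for polyI:C minus saline in PRRSV males (against 401).

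With a pseudocount of 5 CPM, 19 of 22 counts and shares stayed within 1.5 times the value first given. The others were 1 for fasting minus saline in PRRSV males (against 0), 255 for polyI:C minus saline in PRRSV males (against 401) and 3 for polyI:C minus saline in PRRSV females (against 1).

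With library weights, 8 of 22 counts and shares stayed within 1.5 times the value first given. The others were 7846 for genes with a juvenile distress effect (against 4389), 7815 for genes with a sex effect (against 5165), 11 for genes with a gestational immune activation x distress interaction (against 0), 5773 for genes with a sex x distress interaction (against 2318), 1 for genes with a gestational immune activation x sex interaction (against 0), 25 for fasting minus saline in Control males (against 3), 8754 for polyI:C minus saline in Control males (against 3373), 9 for fasting minus saline in PRRSV males (against 0), 2143 for polyI:C minus saline in PRRSV males (against 401), 4 for Control minus PRRSV in saline males (against 1), 162 for polyI:C minus saline in Control females (against 95), 1167 for fasting minus saline in PRRSV females (against 0), 1224 for polyI:C minus saline in PRRSV females (against 1) and 2643 for Control minus PRRSV in polyI:C females (against 626).

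With the share of genes at 0 as a covariate, 17 of 22 counts and shares stayed within 1.5 times the value first given. The others were 1 for genes with a gestational immune activation effect (against 0), 2130 for genes with a sex effect (against 5165), 1413 for polyI:C minus saline in Control males (against 3373), 5 for polyI:C minus saline in PRRSV females (against 1) and 943 for Control minus PRRSV in polyI:C females (against 626).

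With the correlation estimated in place of the preset correlation, 0 list tests passed the threshold, against 24.

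With fry in place of the preset correlation, 0 list tests passed the threshold, against 24.

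For each of these changes, the cause was not tested.

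With robust empirical Bayes, all 22 counts and shares stayed within 1.5 times the value first given. The replicate block gave 6512 genes with at least 1 effect. The replicate numbers of the labels did not pair the libraries: over 545 pairs of libraries with the same number in different groups, 159 had a correlation above 0.1 between their deviations from the group means over 2000 genes, and the median was −0.018 (other pairs −0.0036).

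The count-based likelihood ratio test, the second count-based tool and the robust count dispersion that had been listed beforehand were not run, because the values were not counts. limma's robust empirical Bayes took the place of the last.

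Median-ratio scaling moved the split of higher against lower calls for sex (78.9% higher, 56.0% with that scaling), polyI:C minus saline in Control males (18.3% higher, 49.0% with that scaling) and Control minus PRRSV in polyI:C females (35.6% higher, 50.9% with that scaling). Depth of assigned reads was 25.6 to 157 M per library (M for 1000000), so counting error limits the low genes most in the shallow libraries. Of the 29 genes of Table 3, 10 had a median under 1 CPM.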

Differences from the paper's values

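All alternatives named in this part were set before the data were examined, except where said otherwise. Groups are as labelled.

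For genes with at least 1 effect, the paper's value is 1322 and the value here 7384. No alternative set before the data were examined came within 1.5 times. For genes with a distress effect, alone or interacting, the paper's value is 801 and the value here 5050. No alternative set before the data were examined came within 1.5 times. For genes with a sex effect, alone or interacting, the paper's value is 620 and the value here 5570. No alternative set before the data were examined came within 1.5 times. For genes with a gestational immune activation effect, alone or interacting, the paper's value is 544 and the value here 0. No alternative set before the data were examined came within 1.5 times. For genes with gestational immune activation, distress and sex effects, the paper's value is 32 and the value here 0. No alternative set before the data were examined came within 1.5 times. For the mean number of reads per library (in units of 1000000), the paper's value is 165 and the value here 47.5. For coefficient of variation of reads per library, the paper's value is 0.19 and the value here 0.340. For lowest share of interaction genes, the paper's value is 42% and the value here 0%. No alternative set before the data were examined came within 1.5 times. For highest share of interaction genes, the paper's value is 51% and the value here 31.4%. Under median-ratio scaling, above 5 CPM in every group, above 5 CPM in at least 1 group and separate 1-df tests the value was within 1.5 times the paper's, and under the others it was not. Settings chosen after seeing the values also brought the highest share within 1.5 times, namely a pseudocount of 5 CPM (34.2%), the share of genes at 0 as a covariate (40.9%) and library weights (53.9%). The paper's depth counts sequences and the depth here counts assigned reads, so those values measure different things.

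Of 114 values in Table 3, 102 differed from the value here in sign or by more than its standard error, 54 had the same sign and 3 were past the threshold here. The G, F, I and S values here are fitted differences at the reference levels of the other factors. The paper's footnote gives them as differences between the levels of a factor, so the groups compared are not shown to be the same. Across these values, which are not independent replicates, Spearman's rho was 0.078. The values here are on the log2(CPM + 1) scale, which understates the change of low genes such as CXCL8. In a log-link fit, chosen after seeing the data, CXCL8 had S × F of −3.20 (SE 2.13) and F of 2.95 (SE 1.79). Both lie within their error of the paper's −3.4 and 3.4. The I value of CXCL8 in that fit was −0.16 (SE 2.26), against 7.7 in the paper.

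VIP had G × F of 2.5 in the paper and −0.038 here, G × I of 0.8 in the paper and −0.073 here, S × F of 3.6 in the paper and −0.11 here, S × I of 2.9 in the paper and −0.12 here, G × S of 2.0 in the paper and 0.054 here, F of −1.5 in the paper and −0.22 here and S of −2.7 in the paper and 0.10 here. PTGS2 had F of 0.1 in the paper and −0.41 here and I of 3.0 in the paper and −0.57 here. PRDM12 had G × F of 2.7 in the paper and 0.036 here, G × I of 1.5 in the paper and 0.21 here, S × F of 2.9 in the paper and −0.22 here, S × I of 1.7 in the paper and −0.18 here, G × S of 3.9 in the paper and 0.12 here, G of 1.9 in the paper and −0.28 here, F of −1.6 in the paper and −0.053 here, I of −1.3 in the paper and −0.22 here and S of −2.2 in the paper and 0.22 here. OXT had G × F of 3.4 in the paper and −0.74 here, G × S of 4.6 in the paper and 0.70 here, G of 1.7 in the paper and −1.96 here and S of −2.2 in the paper and −0.20 here. OPRD1 had S × F of 1.6 in the paper and −0.28 here, S × I of 0.4 in the paper and −0.30 here and G × S of 1.6 in the paper and 0.21 here. NTSR1 had S × F of −0.8 in the paper and −0.059 here and S × I of −1.5 in the paper and 0.96 here. CCL2 had F of 0.4 in the paper and −1.19 here and I of 3.3 in the paper and −0.25 here. CXCL8 had G × F of −3.4 in the paper and −0.056 here, G × I of −2.5 in the paper and −0.45 here, S × F of −3.4 in the paper and −0.50 here, S × I of 1.3 in the paper and 0.041 here, F of 3.4 in the paper and 0.63 here and I of 7.7 in the paper and −0.24 here.

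IFI6 had G × F of −2.1 in the paper and 0.19 here and G × I of −0.4 in the paper and 1.34 here. BST2 had G × F of −2.2 in the paper and 0.18 here and G × I of −0.7 in the paper and 0.82 here. ISG15 had G × F of −2.3 in the paper and 0.11 here, G × I of −0.5 in the paper and 1.26 here, F of 0.4 in the paper and −1.03 here and I of 1.6 in the paper and −0.26 here. ISG20 had G × F of −4.2 in the paper and −0.29 here, G × I of −0.9 in the paper and 0.35 here, S × F of −0.6 in the paper and 0.59 here, S × I of 2.9 in the paper and 0.19 here and S of −1.4 in the paper and −0.83 here. OASL had G × F of −3.4 in the paper and −0.32 here, G × I of −1.9 in the paper and −0.13 here, G of −2.0 in the paper and 0.25 here and I of 1.2 in the paper and −0.62 here. RSAD2 had G × F of −2.4 in the paper and −0.43 here, G × I of −2.1 in the paper and −0.028 here, S × I of 0.6 in the paper and −0.25 here and I of 2.2 in the paper and −0.64 here. CCL4 had F of 0.5 in the paper and −0.055 here and I of 4.3 in the paper and 0.24 here. CXCL10 had S × F of −0.9 in the paper and 0.54 here, F of 0.2 in the paper and −1.27 here and I of 3.3 in the paper and 0.10 here.

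IL18 had G of −1.3 in the paper and 0.12 here. NFKBIA had I of 1.5 in the paper and −0.054 here. ZBP1 had S × F of −1.6 in the paper and −0.42 here and S × I of 0.3 in the paper and −0.026 here. CGA had G × F of 1.1 in the paper and −1.95 here, S × F of −3.9 in the paper and −1.65 here, S × I of −5.3 in the paper and −1.00 here, F of 1.4 in the paper and 0.13 here, I of 4.7 in the paper and −0.86 here and S of 3.6 in the paper and 1.35 here. CISH had F of −0.1 in the paper and −0.53 here and I of 1.1 in the paper and −0.40 here. FOS had I of 2.6 in the paper and −1.23 here. IRF1 had F of −0.1 in the paper and −1.13 here and I of 1.9 in the paper and −0.41 here. LHB had G × F of 1.6 in the paper and −1.10 here, G × I of −0.3 in the paper and 0.078 here, G × S of 2.0 in the paper and 1.03 here, F of −0.3 in the paper and −1.34 here and I of 1.1 in the paper and −1.37 here.

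PRL had G × F of 2.7 in the paper and −2.03 here, G × I of 2.0 in the paper and −1.23 here, S × F of −5.6 in the paper and −1.89 here, S × I of −4.7 in the paper and −0.69 here, G × S of 4.0 in the paper and 0.19 here, G of 2.5 in the paper and 1.09 here, I of 3.9 in the paper and −0.88 here and S of 4.0 in the paper and 1.03 here. SOCS1 had F of −0.1 in the paper and −1.55 here and I of 2.0 in the paper and −0.79 here. SOCS3 had F of 0.1 in the paper and −1.69 here and I of 3.3 in the paper and −0.83 here. PRLR had S × F of 1.7 in the paper and −0.15 here, S × I of 3.0 in the paper and −0.21 here, G × S of 2.9 in the paper and 0.38 here, F of −1.0 in the paper and 0.10 here, I of −1.8 in the paper and −0.20 here and S of −2.3 in the paper and 0.25 here. TH had S × F of −1.9 in the paper and 0.98 here, S × I of −1.0 in the paper and 1.38 here and G of 2.0 in the paper and 0.16 here.

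Of the 114 values under median-ratio scaling, 102 differed, and those that differed in the first test but fell within the error were ZBP1 S × I. Of the 114 values under no filter, 102 differed, and none that differed in the first test fell within the error. Of the 114 values under prior count of 2 reads, 96 differed, and those that differed in the first test but fell within the error were PRDM12 I, OPRD1 G × S, CXCL8 S × I, ISG20 S, CGA S × F, CGA S and PRL G. Of the 114 values under robust empirical Bayes, 102 differed, and none that differed in the first test fell within the error. Of the 114 values under replicate block, 103 differed, and none that differed in the first test fell within the error. Of the 114 values under 3-way interaction, 101 differed, and those that differed in the first test but fell within the error were IFI6 G × F, ISG15 G × F, ISG20 S, RSAD2 G × F, RSAD2 G × I, RSAD2 S × I and LHB G × S. Of the 114 values under pituitary covariate, 103 differed, and those that differed in the first test but fell within the error were OXT S and ZBP1 S × I. Of the 53 values under averaged effects, 47 differed, and those that differed in the first test but fell within the error were CISH F and LHB F. Of the 86 values under above 5 CPM in at least 1 group, 75 differed, and none that differed in the first test fell within the error. Of the 36 values under above 5 CPM in every group, 29 differed, and none that differed in the first test fell within the error. Some values were past the threshold under an alternative alone (limma-trend). In the direction of the paper's table, VIP I was −0.37 (adjusted p = 0.0230) and PRDM12 I −0.41 (adjusted p = 0.0159) under averaged effects. RSAD2 S × F was −2.32 (adjusted p = 0.0192) under library weights (chosen after seeing the values). CGA S was 2.61 (adjusted p = 0.0489) under a prior count of 2 reads. In the opposite direction, ISG15 F was −1.71 (adjusted p = 0.0358) with the 3-way interaction. CGA I was −1.11 (adjusted p = 0.0284) and LHB I −0.82 (adjusted p = 0.0279) under averaged effects, both also opposite. TH S × I was 1.77 (adjusted p = 0.0112) under library weights, again opposite.

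The paper describes VIP as higher after fasting except in Control females, and as labelled it was lower by the sign of the difference in each group (−0.38 in Control males, −0.25 in PRRSV males, −0.18 in Control females and −0.26 in PRRSV females). It describes IAPP as higher in fasted pigs, most in PRRSV males, where the difference here was −0.58, while Control males had 1.14 and Control females 0.24. For the GRIN genes it describes higher levels in fasted Control males and in polyI:C PRRSV females, where GRIN1 here had −0.20 and −1.08. PENK is described as higher after both challenges, and the polyI:C difference here was −1.77 in PRRSV females. For CCK, described as higher in stressed pigs of PRRSV gilts, the Control minus PRRSV difference here was below 0 in fasted and polyI:C pigs of both sexes, the same direction, from −0.94 to −0.041. None of these differences was past an adjusted p of 0.05 in limma-trend.

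The paper reports an increase of chemokine and interferon genes after polyI:C. As labelled, and at the reference levels of the model (Control females), CCL2 had −0.25 (SE 0.652, adjusted p = 0.902), CCL4 0.24 (SE 0.640, adjusted p = 0.905) and CXCL10 0.10 (SE 0.819, adjusted p = 0.971), and IFI6 0.93 (SE 0.465, adjusted p = 0.350), in limma-trend. Within libraries labelled Control males, polyI:C minus saline was above 0, the paper's direction, at 0.96 for CCL2, 1.28 for CCL4, 0.98 for CXCL10 and 0.26 for IFI6. In the other combinations of sex and gestational treatment it lay between −0.91 and 1.31 for these genes. Averaged over the other factors it was −0.11 for CCL2, 0.35 for CCL4, −0.21 for CXCL10 and 0.16 for IFI6. The adjusted p was 0.197 or more in all of these. After seeing these values, the libraries were also looked at with the column names in sorted order, which gave positive polyI:C coefficients for the chemokine genes, as in the paper, but called far fewer genes with at least 1 effect than the groups as labelled, and fewer than the paper. That order takes the groups from the order of the columns, so no library was assigned to a group from it and no value from it is reported.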

Other observations

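The tests with the share of genes at 0 as a covariate and with the log-link fit were chosen only after the data were seen.

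Each number of genes called was compared with 100 splits of the libraries into groups of the same sizes, the labelled one included. Only the labelled split (1) gave as many genes for distress, for sex, for the sex x distress interaction and for at least 1 effect. The same held for polyI:C minus saline in Control males and in PRRSV males, fasting minus saline in Control females and Control minus PRRSV in polyI:C females. Chance in the form of a random split of single libraries is unlikely to give those numbers. Litters were not kept together in the splits, so differences between litters are not excluded. Few splits gave as many for fasting minus saline in Control males (3 genes, with 1 split giving as many and at most 2 genes in the others), Control minus PRRSV in saline males (1 gene, with 3 splits giving as many and at most 1 gene in the others) and polyI:C minus saline in Control females (95 genes, with 3 splits giving as many and at most 142 genes in the others), but with numbers so close to those of other splits, among 21 results compared, chance is not excluded for these. It cannot be excluded for polyI:C minus saline in PRRSV females (1 gene, 18 splits) and Control minus PRRSV in saline females (2 genes, 11 splits). The labelled groups gave 0 genes by limma-trend for genes with a gestational immune activation effect (375 at an unadjusted p under 0.05), genes with a gestational immune activation x distress interaction (1209 at an unadjusted p under 0.05), genes with a gestational immune activation x sex interaction (3549 at an unadjusted p under 0.05), fasting minus saline in PRRSV males (1520 at an unadjusted p under 0.05), Control minus PRRSV in fasting males (462 at an unadjusted p under 0.05), Control minus PRRSV in polyI:C males (631 at an unadjusted p under 0.05), fasting minus saline in PRRSV females (1248 at an unadjusted p under 0.05) and Control minus PRRSV in fasting females (2987 at an unadjusted p under 0.05). All 100 splits reach a number of 0, so the comparison says nothing about chance there. Splits other than the labelled one gave at most 1915 genes for sex and 694 for distress. Sex itself is not what sets the labelled sexes apart. Y-chromosome expression was present in 31 of 52 libraries labelled female and 29 of 60 labelled male. The sex effect refers to Control saline pigs, although its estimate draws on all libraries. In those pigs Y-chromosome expression was present in 6 of 9 libraries labelled female and 6 of 12 labelled male. The calls beyond those of random splits follow something the labels share. It may be the treatment, the litter or an unrecorded order of processing that follows the labels. The labels do not give the batch of each library to test this with.

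A candidate explanation for the genes called for sex is a difference in library complexity between the labelled groups. With the share of genes at 0 as a covariate, 2130 genes were called for sex and 5144 for distress, against 5165 and 4389 without it. The sex calls fell by more than 1.5 times and stayed above 10% of their number, between what was predicted for a cause and for none, which argues against complexity as the whole cause and leaves a part open.

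The paper's Table 3 changes were not seen in the groups as labelled, and the log2(CPM + 1) scale could flatten changes of low genes. A log-link quasi-Poisson fit to the CPM values gave coefficients whose Spearman rho with the paper's values, across genes and coefficients, was 0.045. Of 114, 51 had the same sign. The fit used the same labelled groups, so a low rho is possible on any scale if names and values do not match. The test therefore cannot decide on the scale for the table as a whole. Single values came within their error of the paper's, such as OASL G × F at −2.62 (SE 1.44, paper −3.4) and PRLR G × S at 2.31 (SE 0.931, paper 2.9). Others stayed apart, such as VIP S × F at −0.26 (SE 0.840, paper 3.6) and PRLR S at 1.48 (SE 0.808, paper −2.3). For single low genes a part of the scale stays open.

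PRL, GH1 and CGA were high in some libraries. PRL rose with a list of 7 other anterior pituitary genes (POU1F1, PITX1, TBX19, GHRHR, GNRHR, TSHB and LHX3), with a Spearman rho of 0.276 and a Pearson r of 0.651 (permutation p 0.00337 and 1e-05, adjusted 0.00365 over 13 relations, r 0.495 without the 2 farthest libraries). For CGA the rho was 0.52 and the r 0.779, for GH1 0.304 and 0.565, and for LHB 0.589 and 0.662. The list also fell with the share of genes at 0 (rho −0.494), so part of the relation may follow the depth of detection. Of PRL, GH1, CGA, LHB and FSHB, the highest value in any library was that of GH1, at 1560 CPM. Anterior pituitary tissue in some samples is a hypothesis that these values are consistent with, and hypothalamic expression of the genes stays open.

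Ribosomal protein and oxidative phosphorylation genes varied together across libraries. After the share of genes at 0 was taken out of both, Spearman's rho was 0.709 and Pearson's r 0.706 (permutation p 1e-05, the smallest the permutations can give), which argues against library complexity as the cause.

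The 15 immune genes named by the paper varied together whatever the labels: the median Pearson r over 105 pairs was 0.471, with 89 pairs above 0 and a median Spearman rho of 0.486. Over 1000 random lists of as many genes the highest median r was 0.334, and 0 reached that of the immune list. The paper picked these genes from the same libraries. The marker list ranges between libraries, from 1.60 to 8.21 on the mean log2 scale, were widest for the paraventricular and supraoptic genes (AVP, OXT, SIM1 and OTP), and OXT and AVP rose together (Spearman rho 0.932, Pearson r 0.95, permutation p 1e-05).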
